# Early peroxisome proliferator-activated receptor gamma regulated genes involved in expansion of pancreatic beta cell mass

**DOI:** 10.1186/1755-8794-4-86

**Published:** 2011-12-30

**Authors:** Yurena Vivas, Cristina Martínez-García, Adriana Izquierdo, Francisco Garcia-Garcia, Sergio Callejas, Ismael Velasco, Mark Campbell, Manuel Ros, Ana Dopazo, Joaquin Dopazo, Antonio Vidal-Puig, Gema Medina-Gomez

## Abstract

**Background:**

The progression towards type 2 diabetes depends on the allostatic response of pancreatic beta cells to synthesise and secrete enough insulin to compensate for insulin resistance. The endocrine pancreas is a plastic tissue able to expand or regress in response to the requirements imposed by physiological and pathophysiological states associated to insulin resistance such as pregnancy, obesity or ageing, but the mechanisms mediating beta cell mass expansion in these scenarios are not well defined. We have recently shown that ob/ob mice with genetic ablation of PPARγ2, a mouse model known as the POKO mouse failed to expand its beta cell mass. This phenotype contrasted with the appropriate expansion of the beta cell mass observed in their obese littermate ob/ob mice. Thus, comparison of these models islets particularly at early ages could provide some new insights on early PPARγ dependent transcriptional responses involved in the process of beta cell mass expansion

**Results:**

Here we have investigated PPARγ dependent transcriptional responses occurring during the early stages of beta cell adaptation to insulin resistance in wild type, ob/ob, PPARγ2 KO and POKO mice. We have identified genes known to regulate both the rate of proliferation and the survival signals of beta cells. Moreover we have also identified new pathways induced in ob/ob islets that remained unchanged in POKO islets, suggesting an important role for PPARγ in maintenance/activation of mechanisms essential for the continued function of the beta cell.

**Conclusions:**

Our data suggest that the expansion of beta cell mass observed in ob/ob islets is associated with the activation of an immune response that fails to occur in POKO islets. We have also indentified other PPARγ dependent differentially regulated pathways including cholesterol biosynthesis, apoptosis through TGF-β signaling and decreased oxidative phosphorylation.

## Background

Although the hallmark of obesity associated type 2 diabetes (T2D) is the decrease in insulin sensitivity, the development of hyperglycemia requires the failure of the allostatic response of the β-cells to respond by producing enough insulin to overcome the functional defect in insulin action [1]. One of the strategies the endocrine pancreas uses to adapt to changes in insulin resistant requirements associated with different physiological states, such as pregnancy, obesity, or ageing, is to expand the β-cell mass. Thus, in all these states insulin resistance leads to an increased production of insulin to maintain euglycemia [2]. Despite the increased requirements, the majority of individuals remain euglycemic by adequately increasing their β-cell mass and by adjusting their stimulated insulin secretion. However, when the allostatic β-cell adaptation fails, hyperglycemia will develop. Under conditions of allostatic overload, there is an association between pregnancy with gestational diabetes and obesity and ageing with T2D [3].

In humans and animal models, it has been widely recognised that β-cell failure is an essential factor leading to T2D. This can occur when β-cells fail to appropriately expand and/or to optimise their function, ultimately compromising in glucose-stimulated insulin secretion (GSIS). Animal models of insulin resistance are excellent models to demonstrate the plasticity of β-cell mass and provide suitable experimental systems in which to identify the extracellular signals and molecular mechanisms behind this compensatory response.

Valuable insights into the key role of β-cell failure in the pathogenesis of T2D has come from genome-wide association studies, an important resource to identify new unexpected susceptibility gene candidates for the development of T2D [4]. Of interest these studies identified validated variants associated with insulin-secretory defects in the general population and showed little if any relationship to insulin resistance [5-9].

Peroxisome proliferator-activated receptor gamma (PPARγ) is a member of the nuclear receptor superfamily of ligand-activated transcription factors [10] and has been shown to be involved in many diverse biological processes, including adipogenesis and glucose and lipid metabolism. In addition to these roles, it has been shown that PPARγ also exerts an important role in controlling cellular proliferation in different organs including pancreatic endocrine tissue. As already demonstrated, the absence of PPARγ specifically in β-cells cannot fully compensate for the β-cell dysfunction seen in states of peripheral insulin resistance [11]. In fact, animals with lack of PPARγ had blunted the physiological expansion of β-cell mass in response to high-fat feeding.

There are important differences between the mechanisms controlling the increase of β-cell mass observed during pregnancy and obesity suggesting certain degree of etiopathogenic specificity on the mechanisms controlling β-cell mass expansion [12-15]. We have recently shown that β-cell mass adaptation to insulin resistance failed in the adult POKO mice, an insulin resistant mouse resulting from the deletion of PPARγ2 in an obese ob/ob background [16]. This impaired β-cell mass expansion contrasted with the massive expansion observed in their obese littermate ob/ob mice. Thus, we rationalised that comparison of ob/ob and POKO mice islets particularly at early ages could provide some new insights on early PPARγ dependent transcriptional responses involved in the process of β-cell mass expansion.

To date, the main approach to identifying global transcriptional changes has been the use of gene expression microarray platforms in advanced stages of the disease. Here we focused in early evolutive stages to increase our chances of identifying novel early events and their molecular effectors involved in the adaptation of β-cells to insulin resistance. Our strategy has been to isolate total RNA samples from islets of 5-week-old female wild type (WT), PPARγ2KO, ob/ob and POKO mice for large-scale expression profiling. We have used 5-week-old mice to elucidate pathways and factors underlying the early islet proliferative response that might have failed in the POKO mice and that could cause the inadequate β-cell expansion in this model. Although at this age metabolic disturbances have not been identified in islets yet, insulin resistance is already detectable in ob/ob and POKO mice. In support of this approach we have shown that defects in proliferation markers can be detected at 5 weeks of age in POKO islets, well before alterations in the insulin secretory capacity were evident [17].

Initially, we have analyzed genes to compare ob/ob with WT mice. This comparison should identify any gene regulation in ob/ob mice that may be linked to the increased expansion of their β-cells. Secondly, we have compared POKO vs. WT islets. As these two models have a similar degree of expansion of their β-cells, the aim was to identify default genes induced during insulin resistance that were dependent on PPARγ2 activity. In our previous study [17] we have shown that at 16 weeks of age, despite being more insulin resistant than ob/ob mice, the β-cell mass of POKO mice remained similar to that of WT islets. This resulted in POKO mice having an inappropriately lower insulin plasma level than the ob/ob controls at 16 weeks of age [18]. The final comparison that we have analyzed was between POKO and ob/ob islets, representing different states of insulin resistance that could identify PPARγ-dependent genes involved in expansion and function of β-cell.

In this study we have identified genes that are downregulated in PPARγ-deficient POKO islets that are related to the proliferation and survival mechanisms that may facilitate the expansion of β-cell mass under insulin resistant conditions. We have also identified new pathways that may contribute to this adaptation such as immune response, cholesterol biosynthesis, apoptosis through TGF-β signaling pathway and decreased oxidative phosphorylation. Failure of these adaptive mechanisms may contribute to failure of β-cell function in POKO islets and may be dependent on PPARγ expression and functionality.

## Results

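The 4 genotypes were compared on 12 Agilent Whole Mouse Genome 4x44K arrays in 1 colour, with n = 3 arrays per genotype and a pool of islets from 3 to 4 mice on each array: WT, PPARγ2KO, leptin-deficient ob/ob, and POKO, which lacks both leptin and PPARγ2. Beside its 3 arrays per genotype, the paper's section on statistics gives a sample size of 2 for a group that it does not name. All 12 arrays were used here. The paper gives the age of the mice as 5 weeks, and the labels of the deposited samples give 4 weeks. Every array holds 43379 spots of 41174 probes beside 1639 control spots. The median processed signal of an array was 20.9 to 27.0 (median 22.5) in WT, 23.0 to 30.4 (median 25.4) in PPARγ2KO, 30.7 to 40.6 (median 37.5) in ob/ob and 31.6 to 33.6 (median 32.4) in POKO. The scanner software called 53.5 to 56.7% (median 54.7%) of the spots well above background in WT, 56.4 to 60.2% (median 56.6%) in PPARγ2KO, 59.6 to 64.1% (median 59.9%) in ob/ob and 60.7% (median 60.7%) in POKO. The number of arrays limits the precision of every value below.

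The authors took the processed signal of Agilent's Feature Extraction, normalized it between arrays by quantiles, and fitted limma with the type of mouse as fixed effect and the array as blocking variable. Here the processed signal of all spots except controls was normalized by quantiles over the 12 arrays and put on the log2 scale, 919 spots called non-uniform or population outliers were left out, and the spots of a probe were averaged. A single limma fit on all arrays with genotype as the only factor gave every comparison, with Benjamini-Hochberg adjustment over the 41174 probes. A block for each array cannot be fitted, since every array holds 1 sample. Probes were called at an absolute log2 fold change of at least 1 and at the adjusted p limit of Table 1 of the paper, which is 0.05, 0.2 or 0.3 depending on the comparison. The choices that could change the numbers are the scaling, the background correction, a filter on dim probes, the arrays that share an estimate of the spread, and weights for single arrays. The normexp background correction used as an alternative adds an offset, which shrinks the fold changes of dim probes by construction. A lower count or fold change with it below therefore does not by itself speak against a change in dim probes. Scaling by the 75th percentile in place of quantiles moves the median log2 fold change of all probes in ob/ob vs. WT by -0.11, from -0.08 to -0.19. Signals are given as normalized log2 values, as mean ± SD. Where a gene is not well above background on any array of the dimmer group, its fold is given as a lower limit.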

Total RNA was extracted from islets obtained from 5-week-old female WT, PPARγ2KO, ob/ob and POKO mice and used for microarray analysis. The number of genes differentially expressed amongst the specific comparisons for an adjusted p-value ≤0.05, (unless otherwise specified), are shown in table 1 and the interactions between the diverse comparisons are shown in Figure 1.

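In ob/ob vs. WT, 1467 probes rose and 786 fell past adjusted p 0.05 and an absolute log2 fold change of 1 (n = 3 arrays per genotype, limma with Benjamini-Hochberg adjustment, as for every comparison here). The risen probes stand for 835 named genes and the fallen ones for 524. POKO vs. WT gave 62 risen and 9 fallen probes. ob/ob vs. PPARγ2KO gave 1 of each, an unnamed probe of AK020360 that rose (adjusted p = 0.0326, not well above background on any array of either group) and Gper1 (NM_029771, log2 fold change -1.24, adjusted p = 0.0326), both singled out after their values were seen. At adjusted p 0.2, PPARγ2KO vs. WT gave 28 risen and 12 fallen probes, and POKO vs. PPARγ2KO gave 52 and 35. At adjusted p 0.3, POKO vs. ob/ob gave 5 and 4. Without the fold criterion the totals are 4555 (ob/ob vs. WT), 80 (POKO vs. WT), 2 (ob/ob vs. PPARγ2KO), 49 (PPARγ2KO vs. WT), 172 (POKO vs. PPARγ2KO) and 18 (POKO vs. ob/ob). The counts depend on single arrays: ob/ob vs. WT gives 150 probes without WT replicate 2 and 3982 without WT replicate 3. Among the alternatives that keep all arrays it runs from 384 probes with normexp background correction to 4653 with weights for single arrays. The offset of normexp shrinks the fold changes of dim probes by construction.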

**Table 1:** Differential expressed genes amongst the specific comparisons

	ob/ob vs. WT	PPARγ2KO vs WT	POKO vs. WT	ob/ob vs. PPARγ2KO	POKO vs. ob/ob	POKO vs. PPARγ2KO
**Down**	2349	7 (p ≤ 0.2)	51	23	1 (p ≤ 0.3)	81 (p ≤ 0.2)
**Up**	2532	26 (p ≤ 0.2)	527	30	3 (p ≤ 0.3)	85 (p ≤ 0.2)

Number of differentially expressed genes amongst the specific comparisons for an adjusted p-value ≤0.05 and log FC ≥ 1, unless are specified.

**Figure 1:**
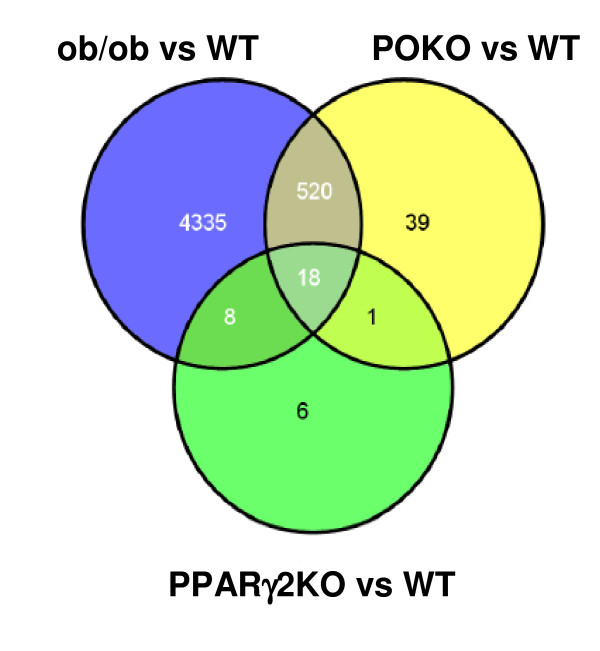
**A venn diagram showing relations between differentially expressed genes**. A venn diagram showing relations between differentially expressed genes (logFC ≥ 1; Adj. P-value ≤0.05) in the comparisons ob/ob vs. WT, POKO vs. WT and PPARγ2KO vs. WT mice.

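With adjusted p 0.05 (limma, Benjamini-Hochberg) and the fold criterion applied to every comparison with WT (n = 3 arrays per genotype), 2191 probes passed in ob/ob vs. WT alone, 9 in POKO vs. WT alone, and 62 in both. PPARγ2KO vs. WT gave 0 probes, so its parts of the diagram are empty. The smallest adjusted p in that comparison was 0.0771 and 3856 of 41174 probes had an unadjusted limma p below 0.05, where 2059 are expected by chance. Its count of 0 depends on single arrays. Without PPARγ2KO replicate 3, 104 probes passed in PPARγ2KO vs. WT alone, and without WT replicate 3, 28 passed in all 3 comparisons. With the authors' normalized values 7 passed in all 3. Of the probes that rose in ob/ob vs. WT, 1264 (86.2%) were well above background on every ob/ob array and 537 (36.6%) on no WT array.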

### Differential gene expression between wild type and ob /ob mice islets

We have previously shown that ob/ob mice have increased number and size of islets compared with their WT littermates [17,18], a difference that becomes more obvious as these mice age and become more metabolically compromised. Based on these observations, we hypothesised that the comparison between WT and ob/ob islets at a young age may identify early initial changes in islet gene expression associated with or leading to β-cell mass expansion (Table 2).

**Table 2:** Differential gene expression between WT and ob/ob islets and between WT and POKO islets

Comparison WT vs. ob/ob				
Name	Symbol	Description	Log FC	Adj p-value
NM_009828	Ccna2	cyclin A2 (Ccna2), mRNA	1.062995	0.037082104
NM_172301	Ccnb1	cyclin B1 (Ccnb1), mRNA	1.093047367	0.033661413
S78355	Ccnd1	Cyl-1 = cyclin D1 [mice, BALB/c, brain, mRNA, 3737 nt].	0.814358	0.060937249
NM_007632	Ccnd3	cyclin D3 (Ccnd3), transcript variant 1, mRNA	0.537596	0.081161755
NM_178674	Fbxl21	F-box and leucine-rich repeat protein 21 (Fbxl21), mRNA	1.379136	0.021465994
NM_207238	Fbxo27	F-box protein 27 (Fbxo27), mRNA	1.251021	0.024989279
NM_010583	Itk	Mus musculus IL2-inducible T-cellkinase (Itk), mRNA	4.9433924	0.016907267
NM_008764	Tnfrsf11b	tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin) (Tnfrsf11b), mRNA	2.137707	0.00427033
NM_009689	Birc5	baculoviral IAP repeat-containing 5 (Birc5), transcript variant 1, mRNA	0.749711	0.0488386
NM_015793	Fbxw14	F-box and WD-40 domain protein 14 (Fbxw14), mRNA [NM_015793]	2.053845	0.020165243
NM_009873	Cdk6	cyclin-dependent kinase 6 (Cdk6), mRNA	-1.44108	0.011012
AK145759	Cdk7	blastocyst cDNA, RIKEN full-length enriched library, clone:I1C0038J11 product:cyclin-dependent kinase 7 (homolog of Xenopus MO15 cdk-activating kinase), full insert sequence	-1.18402	0.009851
**Comparison WT vs. POKO**				
**Name**	**Symbol**	**Description**	**Log FC**	**Adj p-value**

NM_008764	Tnfrsf11b	tumor necrosis factor receptor superfamily,member 11b (osteoprotegerin)(Tnfrsf11b), mRNA	1.4263697	0.028955326
X82786	mKi67	mRNA for Ki-67.	1.5311213	0.026624778
NM_009160	Sftpd	surfactant associated protein D (Sftpd), mRNA	2.10936363	0.04279018
NM_146187	Ffar2	free fatty acid receptor 2 (Ffar2), mRNA	1.371649	0.033601951

As expected the comparison between islets from ob/ob and WT mice identified many of the genes previously identified that play a role in β-cell expansion during states of insulin resistance such as obesity and pregnancy [15]. These positive controls included genes involved in proliferation, cell cycle and survival mechanisms [19]. For instance, gene expression levels of cyclin A2, B1, D1 and D3 were significantly increased in islets from ob/ob compared with WT mice. Conversely expression of cell division protein kinase 6 (Cdk6) and Cdk7 were significantly decreased in the ob/ob compared to WT islets. This transcriptional pattern closely mirrors the pattern observed during the β-cell hypertrophy typically associated with pregnancy, suggesting these genes are part of a common proliferative response associated with modulation of β-cell mass in physiological and pathophysiological states. 

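The probes have the accessions NM_009828 (Ccna2), NM_172301 (Ccnb1), S78355 (Ccnd1) and NM_007632 (Ccnd3). In ob/ob against WT (n = 3 arrays per genotype), Ccna2 had a signal of 6.28 ± 0.14 against 5.23 ± 0.64 (log2 fold change 1.05, adjusted p = 0.0633, limma with Benjamini-Hochberg adjustment), and Ccnb1 4.82 ± 0.41 against 3.74 ± 0.38 (1.08, adjusted p = 0.0586), with Ccnb1 well above background on only 1 WT array. Ccnd1 had 9.12 ± 0.24 against 8.31 ± 0.43 (0.80, adjusted p = 0.0875) and Ccnd3 10.07 ± 0.33 against 9.54 ± 0.31 (0.53, adjusted p = 0.0932). All 4 cyclins were higher in ob/ob and 0 passed adjusted p 0.05. Another probe of Ccnb1 gave 1.88 (adjusted p = 0.0336). The adjusted p of Ccna2 ran from 0.0113 (without WT replicate 3) to 0.185 (without WT replicate 1). Normexp background correction moved the log2 fold change of Ccna2 to 0.21, but its offset shrinks the fold changes of dim probes by construction.

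**Figure D1:**
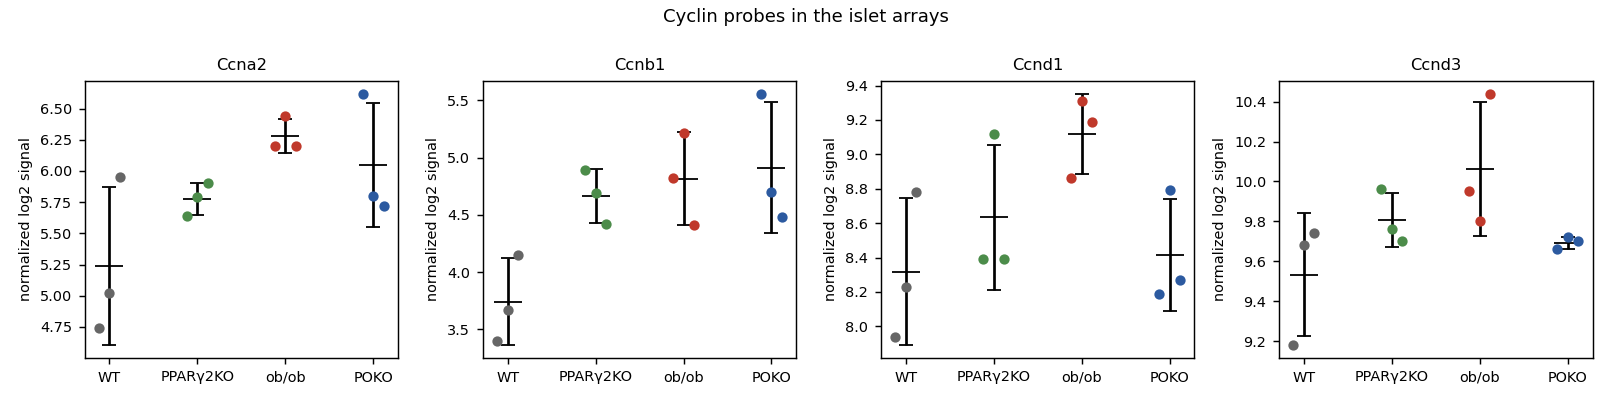
Normalized log2 signal of Ccna2, Ccnb1, Ccnd1 and Ccnd3 in the 4 genotypes, 1 point per array and bars for mean ± SD of 3 arrays. The ob/ob arrays lie above the WT arrays for all 4 genes, by 0.53 to 1.08.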

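Cdk6 (NM_009873) had a signal of 5.20 ± 0.27 in ob/ob and 6.65 ± 0.53 in WT (n = 3 arrays per genotype, log2 fold change -1.45, adjusted p = 0.0243, limma with Benjamini-Hochberg adjustment), and its second probe gave -0.52 (adjusted p = 0.652). For Cdk7 (NM_009874) the brighter of 2 probes had 8.27 ± 0.06 in ob/ob and 8.60 ± 0.30 in WT (-0.33, adjusted p = 0.122), and the other gave -1.19 (adjusted p = 0.0186). Cdk6 misses the fold or the adjusted p criterion in 7 of 22 alternatives. With normexp background correction, whose offset shrinks the fold changes of dim probes, the log2 fold change of Cdk6 is -0.38 (adjusted p = 0.0378).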

Our analysis also confirmed the upregulation of genes encoding for enzymes involved in regulation of β-cell expansion (IL2-inducible T-cell kinase (Itk), Tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin or Tnfrsf11b), baculoviral IAP repeat containing 5 (Birc5)) and cell cycle regulation (F-box and leucine-rich repeat protein 14 (Fbxw14), Fbxl21 and F-box protein 27 (Fbxo27)). 

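Fbxl21 (NM_178674) and Fbxw14 (NM_015793) were not well above background on any WT array, so only lower limits exist (n = 3 arrays per genotype, limma with Benjamini-Hochberg adjustment): Fbxl21 was at least 2.55-fold higher in ob/ob (adjusted p = 0.0403) and Fbxw14 at least 2.6-fold (adjusted p = 0.0425). Tnfrsf11b (NM_008764) had a signal of 8.74 ± 0.54 in ob/ob and 6.63 ± 0.25 in WT (log2 fold change 2.11, adjusted p = 0.0124), and Fbxo27 (NM_207238) 8.64 ± 0.74 and 7.42 ± 0.41 (1.23, adjusted p = 0.0478). Birc5 (NM_001012273) had 7.44 ± 0.29 and 6.71 ± 0.07 (0.73, adjusted p = 0.0667). The second probe of Fbxl21 gave 0.57 (adjusted p = 0.567), and the other 2 of Fbxw14 gave 0.65 and 0.73 (adjusted p = 0.134 and 0.262). The study picked these genes on the same arrays, so they are not independent evidence. Of the 47 genes it names for ob/ob vs. WT, 38 passed 0.05 adjusted over the list alone and 26 adjusted over all probes.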

Globally, these data indicate that at this early age the ob/ob islets have already activated their proliferative machinery and this data can be considered as a positive quality control for the experiment.

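A list of 45 cell cycle genes, fixed before the array values were read, had a median log2 fold change of 0.38 and a mean of 0.41 in ob/ob vs. WT, with 29 of 45 genes higher (n = 3 arrays per genotype, adjusted p = 0.00201, limma's camera with its preset inter-gene correlation of 0.01, Benjamini-Hochberg over 5 lists). With the genes near background at their limit the median is 0.27. Of the 45 genes, 15 passed 0.05 adjusted over the list alone and 8 adjusted over all probes. The call rests on the preset correlation: it is lost with the correlation estimated from the data (adjusted p = 0.246, the alternative that moved it most) and with fry (adjusted p = 0.0584). Among the genes changed in ob/ob vs. WT and not in POKO vs. WT, 4 of the 45 had risen (8.89% against 4.35% of all genes, adjusted p = 0.262, Fisher's exact test, Benjamini-Hochberg over 10 tests). The paper concludes from the rise of the cyclins, the fall of the 2 kinases and the rise of the expansion and F-box genes that the proliferative machinery is already active in ob/ob islets at this age, and takes it as a positive quality control of the experiment.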

### Differential gene expression between WT and POKO islets

We next compared the gene expression profile between POKO and WT islets (Table 2). Since the POKO mouse fails to expand its β-cell mass despite insulin resistance, we hypothesized that this list may reveal by default genes induced during insulin resistance that were dependent on PPARγ2 activity. 

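Over 41174 probes, the log2 fold changes of POKO vs. WT and of ob/ob vs. WT had a correlation of r = 0.818. The comparisons share the same WT arrays, which alone makes their fold changes correlate: in 50 simulations without any change in POKO, r had a median of 0.256 (from -0.0965 to 0.548). POKO vs. WT had 71 probes past the criteria, where the simulations gave a median of 0 (from 0 to 16). At an unadjusted limma p below 0.05 it had 6732 probes, where 2059 are expected by chance, against 12797 in ob/ob vs. WT. The rule for named genes, which takes the 5 largest fitted rises, picked the following genes past the criteria (n = 3 arrays per genotype, limma, Benjamini-Hochberg). Since 4 of them are not well above background on any WT array and have only lower limits, their order by size is not given. They were Dock2 (NM_033374, at least 4.17-fold higher in POKO than in WT, adjusted p = 0.0396), Chil6 (NM_178412, at least 2.82-fold, adjusted p = 0.0398), Cartpt (NM_013732, 9.69 ± 0.87 against 6.28 ± 0.49, adjusted p = 0.0372), Lax1 (NM_172842, at least 2.19-fold, adjusted p = 0.0402) and Dbx2 (NM_207533, at least 1.58-fold, adjusted p = 0.00731). The only falls that met the rule were Kcnj12 (NM_010603, 3.27 ± 0.98 against 7.00 ± 0.37, adjusted p = 0.0314) and Hipk2 (NM_010433, 4.10 ± 0.11 against 5.41 ± 0.22, adjusted p = 0.0328). The second probe of Hipk2 gave a log2 fold change of -0.67 (adjusted p = 0.291) and that of Dock2 1.42 (adjusted p = 0.0844). The count is unstable in both directions. Leaving out PPARγ2KO replicate 2, which belongs to neither group, raises it to 549, a filter on dim probes to 460 and weights for single arrays to 1637. It falls to 13 without POKO replicate 1 and to 7 with the replicate number as a block (each slide holds the arrays of 1 number). With normexp background correction, whose offset shrinks the fold changes of dim probes, it falls to 1.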

Our first observation was that POKO and WT islets had a very similar gene expression profile. 

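A probe past the criteria in ob/ob vs. WT and not in POKO vs. WT is not shown to differ between the 2 comparisons. The test for that is the direct comparison of POKO with ob/ob (n = 3 arrays per genotype, limma, Benjamini-Hochberg). It gave 9 probes past adjusted p 0.3 and an absolute log2 fold change of 1, with 3822 of 41174 probes at an unadjusted limma p below 0.05. Without ob/ob replicate 1 the count is 1307. With normexp background correction, whose offset shrinks the fold changes of dim probes, it is 0. With the replicate number as a block it is 0 too. Whether the loss of PPARγ2 acts otherwise on the obese than on the lean background is another question, asked by the interaction, the change from ob/ob to POKO minus the change from WT to PPARγ2KO. It gave 0 probes past adjusted p 0.05 (limma, Benjamini-Hochberg), with a smallest adjusted p of 0.118 and 5721 of 41174 probes at an unadjusted limma p below 0.05. Leaving out WT replicate 3 raises this count to 558.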

In fact the expression of many of the genes previously shown to be dysregulated in ob/ob islets were not significantly different in the analysis comparing POKO and WT islets. This is consistent with the maintenance of "normal" β-cell mass in POKO mice that fail to expand. However, through more detailed analysis, it revealed that despite the inability to expand their β-cell mass, POKO islets had induction of some of recognized mediators of β-cell expansion, as observed during both pregnancy and obesity. These included Tnfrsf11b, mKi67, Surfactant-associated protein D (Sftpd) and Free fatty acid receptor 2 (Ffar2). These genes were increased in both the comparison between ob/ob vs. WT, and also to a lesser extent in the comparison between POKO vs. WT. These data suggested a dysregulation of the homeostatic control of β-cell mass in POKO islets, and that the ability of POKO mice to appropriately induce an appropriate response to a metabolic stress is impaired, with no increased proliferation and activation of survival mechanisms in their islets. 

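In POKO against WT (n = 3 arrays per genotype, limma, Benjamini-Hochberg), Tnfrsf11b had a signal of 8.03 ± 0.10 against 6.63 ± 0.25 (log2 fold change 1.41, adjusted p = 0.0745), Mki67 (NM_001081117) 7.52 ± 0.46 against 6.08 ± 0.56 (1.44, adjusted p = 0.0844), Sftpd (NM_009160) 6.74 ± 0.40 against 4.66 ± 0.95 (2.09, adjusted p = 0.107) and Ffar2 (NM_146187) 9.55 ± 0.18 against 8.18 ± 0.44 (1.36, adjusted p = 0.0841). The log2 fold changes in ob/ob vs. WT were 2.11 (Tnfrsf11b), 1.81 (Mki67), 1.95 (Sftpd) and 1.57 (Ffar2). The study picked these genes on the same arrays, and 4 of 4 passed 0.05 adjusted over the list alone while 0 did adjusted over all probes. The interaction was -1.04 for Tnfrsf11b (adjusted p = 0.299), -0.98 for Mki67 (adjusted p = 0.343), -1.02 for Sftpd (adjusted p = 0.534) and -0.65 for Ffar2 (adjusted p = 0.479). All 4 pass adjusted p 0.05 with the filter on dim probes (0.033, 0.0369, 0.0491 and 0.0356) and with weights for single arrays. Mki67, Sftpd and Ffar2 also pass without WT replicate 3 (0.0271, 0.049 and 0.0392).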

Globally considered, this indicates a partial response of PPARγ-deficient ob/ob islets to insulin resistance.

### Differential gene expression between ob/ob and POKO mice

We hypothesized that the POKO vs. ob/ob comparison could identify PPARγ2 islet target genes that were dysregulated during the early stages of insulin resistant states contributing to a lack of β-cell mass expansion. We have previously shown that at 16 weeks of age POKO mice have significantly decreased islet number and mass compared to ob/ob mice and more interestingly, the number and size of islets in POKO mice resembled the number and size of the islets of a wild type 16-week-old mouse [17,18]. Analysis of gene expression by RT-PCR showed that at 5 weeks of age, there were already some changes in the expression of specific genes relating to proliferation (CyclinD1) and β-cell function (Insulin, MafA, PDX1 and Glut 2), with no evident differences in insulin secretory defects between POKO and ob/ob [17]. However, differences in gene expression of other genes, which have been shown at 16 weeks were inconsistent at this age. Surprisingly the comparison between 5-week-old ob/ob and POKO islets on microarray data only identified 3 upregulated genes, (Actin alpha1 (Acta1), Thrombospondin 4 (Thbs4) and Solute carrier family 5 (sodium/glucose cotransporter) (Slc5a10), and as expected, down regulation of gene PPARγ with an adjusted p-value ≤0.3 (Table 1). 

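In POKO against ob/ob (n = 3 arrays per genotype, limma, Benjamini-Hochberg), Acta1 (NM_009606) had a signal of 9.10 ± 0.35 against 7.68 ± 0.09 (log2 fold change 1.42, adjusted p = 0.23) and Slc5a10 (NM_001033227) 9.00 ± 0.83 against 6.67 ± 0.34 (2.33, adjusted p = 0.306). The brighter probe of Thbs4 (NM_011582) had 5.95 ± 0.60 against 3.83 ± 0.28 (2.12, adjusted p = 0.531) and the dimmer one gave 1.98 (adjusted p = 0.276). Pparg (NM_011146) had 6.89 ± 0.41 against 9.31 ± 0.67 (-2.42, adjusted p = 0.23). These genes were picked on the same arrays and are not independent evidence. Of the 39 genes the paper names for this comparison, 4 passed 0.05 adjusted over the list alone and 0 adjusted over all probes.

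The other probes past adjusted p 0.3 and the fold criterion, singled out after their values were seen, were Irgq (NM_153134, log2 fold change 1.06, adjusted p = 0.216), Syt12 (NM_134164, at least 1.22-fold higher in POKO, adjusted p = 0.276, well above background on 1 POKO array and on 0 ob/ob arrays), and Lin7a (NM_001039354, adjusted p = 0.257, well above background on 1 ob/ob array and on 0 POKO arrays, too dim for a limit of its fall). Osm (adjusted p = 0.03), Rubcnl (adjusted p = 0.23) and an unnamed probe of AK019934 (adjusted p = 0.216) also passed and were not well above background on any array of either group. At an unadjusted limma p below 0.05 there were 3822 of 41174 probes, where 2059 are expected by chance. Leaving out ob/ob replicate 1 raises the count from 9 to 1307, and the replicate number as a block lowers it to 0.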

To allow a more detailed comparison between our models, we performed pathway analysis using Fatigo and FatiScan tools, enabling significant multiple comparisons of genes in significant pathways despite not having differentially specific expressed genes from these pathways at this early age.

### Dysregulated gene expression pathway analysis in models with different degree of beta cell expansion

A subsequent post-analysis was performed on the microarray data from the comparison between 5-week-old islets in order to identify the main dysregulated pathways, relating to the expansion of β-cells between the three genotypes. For this we have used two bioinformatic tools: the Ingenuity Pathway Analysis (IPA) and gene enrichment test from Babelomics tools (Fatigo), using an adjusted p value ≤0.05. To allow reliable interpretation of our data we have made the following comparisons: ob/ob vs. WT; associated with the normal adaptation to obesity induced insulin resistance with an expansion of the β-cell; and POKO vs. WT; associated with a failure in the adaptive response, with no expansion of β-cell. Using these two lists, we analyzed up-regulated and down-regulated genes from the comparison between ob/ob and WT, which were not regulated between POKO and WT.

First we analyzed the list of significantly up-regulated genes in islets from the comparison between ob/ob and WT mice that were not significantly changed in the comparison between POKO and WT mice. This was hypothesised to identify genes that were up regulated during β-cell expansion during obesity in the case of the ob/ob, which failed to occur in a PPARγ-dependent model such as the POKO mouse. 

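The 1412 probes past the criteria upward in ob/ob vs. WT and not in POKO vs. WT stand for 809 named genes. Their median log2 fold change was 1.70 in ob/ob vs. WT and 1.26 in POKO vs. WT (1.34 and 0.90 with probes near background at their limit; n = 3 arrays per genotype, limma). Of these probes 1405 (99.5%) changed in the same direction in POKO vs. WT, 904 (64.0%) by a log2 fold change of at least 1, and 1165 (82.5%) had an unadjusted limma p below 0.05. In simulations with shared WT arrays and no change in POKO, a median of 67.3% changed in the same direction (from 26.8 to 88.9%). Compared directly, POKO vs. ob/ob had a median of -0.42 over these probes, 268 (19.0%) had an unadjusted limma p below 0.05, and 3 passed the criteria of that comparison. The interaction gave 0 of them past adjusted p 0.05 (Benjamini-Hochberg) and 652 at an unadjusted limma p below 0.05. Among the rises that the rule for named genes picked in ob/ob vs. WT, most of them with only a lower limit, were Cd3d (NM_013487, 8.85 ± 0.88 against 2.43 ± 1.95, adjusted p = 0.0309, well above background on 1 WT array), Ms4a4b (NM_021718, at least 21.4-fold higher, adjusted p = 0.027), H2-Oa (NM_008206, at least 15.7-fold, adjusted p = 0.0301) and Ms4a1 (NM_007641, at least 19.6-fold, adjusted p = 0.0433). Another probe of Ms4a4b gave a log2 fold change of 1.98 (adjusted p = 0.102), and the second probe of H2-Oa gave 4.09 (adjusted p = 0.0775). A fit on only the groups compared moved the number of probes most among the alternatives that keep every array of ob/ob and WT, to 227, and without WT replicate 2 it is 85.

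**Figure D2:**
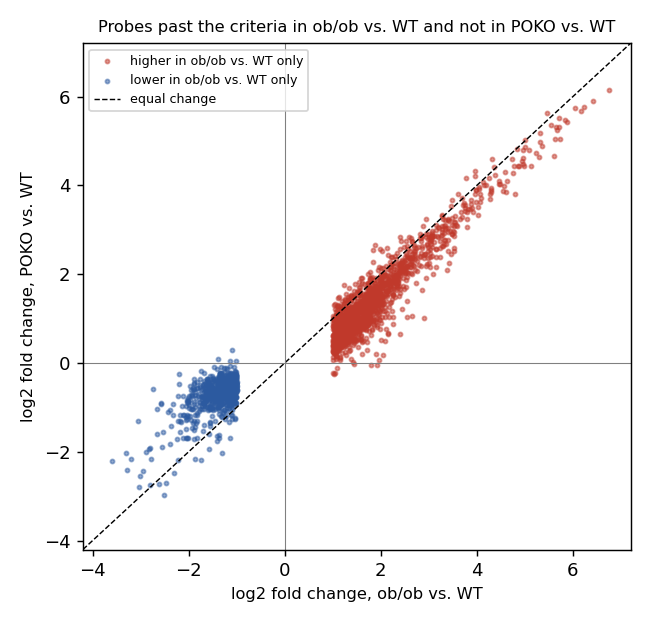
Log2 fold change in ob/ob vs. WT (x) and in POKO vs. WT (y) of the probes past the criteria in the former alone, 1 point per probe. Of the risen probes 99.5% and of the fallen ones 99.5% lie on the same side of 0 in POKO.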

Up regulated functions scored are based on the number of Network Eligible molecules they contain the top associated disease and disorders networks of up regulated genes from IPA for this first comparison were: immunological disease, inflammatory disease and inflammatory response. Other top networks scored for this comparison are presented in table 3. Cellular Development, and Cellular Function and Maintenance were identified as the first top molecular and cellular function networks. Cell morphology, proliferation and development were also in this first comparison. Similarly, the top five canonical pathways that they were significant up-regulated included Autoimmune Thyroid Disease Signalling, Allograft Rejection Signalling and more importantly Type 1 Diabetes Mellitus Signalling (Table 3).

**Table 3:** Functions and canonical pathways as differentially expressed up-regulated genes in ob/ob vs. WT, with no significant changes in POKO vs. WT mice

Top Bio Functions		
Name	p-value	# Molecules
**Diseases and Disorders**		
Immunological Disease	7.66E-18 - 3.63E-03	250
Inflammatory Disease	5.95E-15 - 3.60E-03	263
InflammatoryResponse	2.28E-14 - 3.63E-03	144
Skeletal and Muscular Disorders	4.99E-12 - 3.63E-03	255
Connective Tissue Disorders	7.78E-12 - 2.44E-03	175
**Molecular and Cellular Functions**		
Cellular Development	1.45E-17 - 4.37E-03	197
Cellular Function and Maintenance	2.21E-15 - 3.58E-03	103
Cell-To-Cell Signaling and Interaction	9.41E-15 - 4.37E-03	202
Cellular Growth and Proliferation	3.93E-13 - 3.11E-03	173
Cellular Movement	1.94E-09 - 3.78E-03	143
**Physiological System Development and Function**		
Hematological System Development and Function	3.63E-16 - 4.04E-03	189
Hematopoiesis	3.63E-16 - 3.27E-03	112
Tissue Morphology	2.59E-15 - 3.60E-03	124
Cell-mediated Immune Response	1.22E-14 - 3.78E-03	92
Immune Cell Trafficking	2.25E-13 - 3.78E-03	118
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio**

Autoimmune Thyroid Disease Signaling	3.06E-13	17/61 (0.279)
Allograft Rejection Signaling	1.49E-12	16/59 (0.271)
Type I Diabetes Mellitus Signaling	4.79E-12	27/119 (0.227)
Graft-versus-Host Disease Signaling	3.57E-10	15/49 (0.306)
B Cell Development	8.43E-10	12/37 (0.324)

Functions and canonical pathways identified by IPA as differentially expressed up regulated genes in islets from ob/ob vs. WT mice (fold change ≥ 1; P ≤ 0.05), with no significant changes in islets from POKO vs. WT mice.

Note: p value was calculated using the Benjamini-Hochberg method of multiple testing correction. In the case of canonical pathways "Ratio" indicates the number of differentially expressed genes in a given pathway, divided by total number of genes that make up that pathway.

Overall these results demonstrate that β-cell mass expansion in the context of obesity brings about a subtle, but coordinated increase in the basal level of a wide array of genes involved in the inflammatory and autoimmune response of ob/ob islets that does not occur in PPARγ2-ablated POKO islets. This concept was supported by the identification of specific molecules relating to antigen processing and antigen-presenting signalling such as MHC class II molecules and CD80/86 that were increased in the ob/ob vs. WT comparison and not the POKO vs. WT. 

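No probe could be named as H2-Eb1 or H2-Ea, while 16074 probes have no name. The 8 genes of MHC class II and its peptide loading with a named probe were all higher in ob/ob than in WT (n = 3 arrays per genotype, limma, Benjamini-Hochberg), with adjusted p from 0.0284 to 0.0461. H2-Ab1 (NM_207105) had a signal of 11.44 ± 0.43 against 8.72 ± 0.31 (log2 fold change 2.72, adjusted p = 0.0373), Cd74 (NM_001042605) 12.48 ± 0.34 against 9.50 ± 0.47 (2.98, adjusted p = 0.0284) and H2-Aa (NM_010378) 8.46 ± 0.38 against 5.78 ± 0.33 (2.67, adjusted p = 0.0417). H2-DMa (NM_010386) had a log2 fold change of 1.62 and H2-DMb1 (NM_010387) of 2.85. H2-Ob (NM_010389) was at least 4.57-fold and H2-DMb2 (NM_010388) at least 2.32-fold higher. Cd86 (NM_019388) was at least 2.3-fold higher in ob/ob (adjusted p = 0.0619), and Cd80 (NM_009855) was not well above background on any array of either group.

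In POKO vs. WT all 8 genes were higher too, with adjusted p from 0.113 to 0.175. H2-Oa was at least 9.75-fold and Cd86 at least 2.44-fold higher (adjusted p = 0.146 for Cd86). The interaction for H2-Ab1 was -1.32 (adjusted p = 0.551). PPARγ2KO replicate 2 adds to it, with a signal of 11.57 against 9.05 and 8.69 on the other PPARγ2KO arrays.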

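Gzmb (NM_013542) was at least 7.22-fold higher in ob/ob than in WT (n = 3 arrays per genotype, adjusted p = 0.0458, limma with Benjamini-Hochberg adjustment) and at least 3.67-fold higher in POKO than in WT (adjusted p = 0.191). Prf1 (NM_011073) was well above background on 2 ob/ob arrays and no WT array and at least 1.32-fold higher in ob/ob (adjusted p = 0.0659), and it passes adjusted p 0.05 only without PPARγ2KO replicate 2 (0.0125). Sytl4 (NM_013757), which encodes granulophilin, had a signal of 9.73 ± 0.52 in ob/ob and 10.11 ± 0.71 in WT (log2 fold change -0.38, adjusted p = 0.538). Weights for single arrays turn the sign of Sytl4 (0.06), and so does leaving out WT replicate 3 (0.02). Its log2 fold change in POKO vs. WT was -1.28 (adjusted p = 0.165) and in POKO vs. ob/ob -0.89 (adjusted p = 0.536).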

Our analysis has also identified genes in these pathways such as granzyme B and perforin 1, with newly recognized roles in inflammation that have also been implicated in antigen presentation to cells, and genes such as granulophilin, which is involved in insulin secretion. Using databases of genome-wide regulatory module and element predictions (cisRED), we have identified a PPAR conserved sequence motif in the perforin 1 sequence and by validating decreased expression of granulophilin by RT-PCR in PPARγ2-ablated mice (Figure 2), it suggests a possible PPARγ dependent pathway.

**Figure 2:**
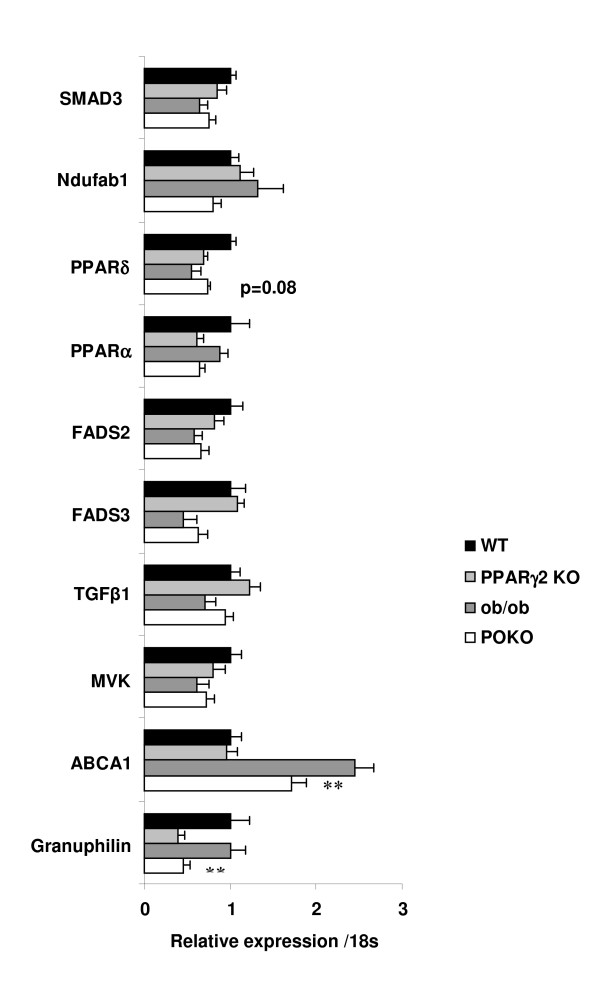
**Real time qRT-PCR results form genes to validate microarrays data**. Islet gene expression from 5-week-old female WT, ob/ob, PPARγ2KO and POKO mice (n = 8-11 mice per genotype). * p < 0.05 POKO vs. ob/ob.

We have also analysed genes that were down regulated in ob/ob islets when compared to WT, that were not significantly changed in the comparison between POKO and WT mice (Table 4). 

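The 779 probes past the criteria downward in ob/ob vs. WT alone stand for 521 named genes. Their median log2 fold change was -1.29 in ob/ob vs. WT and -0.62 in POKO vs. WT (n = 3 arrays per genotype, limma). With probes near background at their limit the medians are -1.20 and -0.58. In the comparison of POKO with WT, 775 (99.5%) changed in the same direction, 115 (14.8%) by a log2 fold change of at least 1, and 390 (50.1%) had an unadjusted limma p below 0.05. The simulations with shared WT arrays gave a median of 72.3% in the same direction (from 24.7 to 91.2%). In POKO vs. ob/ob the median over these probes was 0.67, 426 (54.7%) had an unadjusted limma p below 0.05 and 2 passed the criteria. The interaction gave 0 past adjusted p 0.05 (Benjamini-Hochberg) and 511 at an unadjusted limma p below 0.05. The largest falls that met the rule for named genes were Tff1 (NM_009362, 4.65 ± 0.53 in ob/ob against 8.25 ± 1.34 in WT, adjusted p = 0.024), Sprr2a1 (NM_011468, 5.09 ± 0.22 against 8.39 ± 1.23, adjusted p = 0.0192), Cyp3a13 (NM_007819, 7.35 ± 0.59 against 10.55 ± 1.28, adjusted p = 0.0217), Raet1e (NM_198193, 5.96 ± 0.75 against 9.00 ± 0.63, adjusted p = 0.018) and Serpina5 (NM_172953, 2.35 ± 1.12 against 5.31 ± 1.05, adjusted p = 0.0372). The second probe of Sprr2a1 gave -0.32 (adjusted p = 0.113) and that of Serpina5 -0.65 (adjusted p = 0.395). Without WT replicate 2 the number of probes is 32 and without WT replicate 3 it is 1541.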

Genetic and Developmental Disorder, Dermatological and Gastrointestinal Disease were scored as top associated networks in this comparison, but organ development, growth and proliferation were also included in these networks. Significantly down regulated functions in this comparison were Lipid Metabolism, Small Molecule Biochemistry and Vitamin and Mineral Metabolism (Table 4). Expression of Tocopherol (alpha) transfer protein (TTPA), member RAS oncogene family (RAB27B), Acyl-CoA thioesterase 5 (ACOT5) and Hydroxysteroid (17-beta) dehydrogenase 14 (HSD17B14) were the most downregulated in ob/ob vs. WT, without changes between POKO vs. WT. 

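Among the 521 named genes that fell in ob/ob alone, Ttpa (NM_015767) ranked 41 by log2 fold change, Rab27b (NM_030554) 64, Acot5 (NM_145444) 71 and Hsd17b14 (NM_025330) 83. In ob/ob against WT (n = 3 arrays per genotype, limma, Benjamini-Hochberg), Ttpa had a signal of 3.05 ± 0.53 against 5.06 ± 0.92 (adjusted p = 0.0325), Rab27b 5.51 ± 0.58 against 7.38 ± 0.59 (log2 fold change -1.86, adjusted p = 0.0276), Acot5 3.11 ± 0.71 against 4.92 ± 0.82 (-1.81, adjusted p = 0.0405) and Hsd17b14 4.50 ± 0.23 against 6.21 ± 0.17 (-1.71, adjusted p = 0.0113). Ttpa and Acot5 were well above background on 2 ob/ob arrays each. The second probe of Rab27b gave -1.28 (adjusted p = 0.257).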

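No probe could be named as Idi1, while 16074 probes have no name. The other 6 genes fell in ob/ob against WT (n = 3 arrays per genotype, limma, Benjamini-Hochberg): Mvd (NM_138656) from 9.48 ± 0.05 to 8.45 ± 0.32 (log2 fold change -1.03, adjusted p = 0.0185), Fdps (NM_134469) from 12.13 ± 0.17 to 10.81 ± 0.40 (-1.32, adjusted p = 0.0239), Mvk (NM_023556) from 8.46 ± 0.30 to 7.31 ± 0.20 (-1.15, adjusted p = 0.0223), Cox10 (NM_178379) from 6.11 ± 0.50 to 5.07 ± 0.19 (-1.04, adjusted p = 0.028), Pdss1 (NM_019501) from 7.24 ± 0.15 to 6.56 ± 0.32 (-0.68, adjusted p = 0.0398) and Fads3 (NM_021890) from 11.27 ± 0.42 to 9.68 ± 1.13 (-1.58, adjusted p = 0.0627). The second probe of Fads3 gave -1.89 (adjusted p = 0.036). In POKO vs. WT the median over the 6 genes was -0.50 (from -0.66 to -0.21), with 0 of 6 higher and adjusted p from 0.174 to 0.732.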

Interestingly, we also identified a subset of genes from the canonical pathway of sterol biosynthesis including Mevalonate (diphospho) decarboxylase (MVD), Farnesyl diphosphate synthase (FDPS), Prenyldiphosphate synthase, subunit 1 (PDSS1), Isopentenyl-diphosphate delta isomerase 1 (IDI1), Cytochrome c oxidase 10 (COX10), Mevalonate kinase (MVK) and Fatty acid desaturase 3 (FADS3) to be significantly downregulated in ob/ob vs. WT, without changing in the comparison between POKO vs. WT (Table 4 and Figure 2).

**Table 4:** Functions and canonical pathways as differentially expressed down-regulated genes in ob/ob vs. WT, with no significant changes in POKO vs. WT mice

Top Bio Functions		
Name	p-value	# Molecules
**Diseases and Disorders**		
Dermatological Diseases and Conditions	3.01E-05 - 4.21E-02	37
Genetic Disorder	3.01E-05 - 4.21E-02	91
Cancer	9.80E-05 - 4.21E-02	170
Developmental Disorder	6.95E-04 - 4.21E-02	11
Gastrointestinal Disease	1.48E-03 - 4.21E-02	71
**Molecular and Cellular Functions**		
Lipid Metabolism	4.46E-07 - 4.21E-02	50
Small Molecule Biochemistry	4.46E-07 - 4.21E-02	71
Vitamin and Mineral Metabolism	4.46E-07 - 4.21E-02	23
Cell-To-Cell Signaling and Interaction	1.48E-04 - 4.21E-02	63
Cellular Assembly and Organization	1.48E-04 - 4.21E-02	46
**Physiological System Development and Function**		
Tumor Morphology	9.80E-05 - 4.21E-02	22
Hair and Skin Development and Function	1.37E-03 - 4.21E-02	26
Organ Development	1.37E-03 - 4.18E-02	35
Digestive System Development and Function	1.50E-03 - 1.95E-02	11
Organismal Development	1.50E-03 - 4.18E-02	26
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio**

Biosynthesis of Steroids	1.96E-04	7/128(0.055)
HER-2 Signaling in Breast Cancer	3.41E-03	9/79 (0.114)
Tight Junction Signaling	9.59E-03	13/167 (0.078)
Fatty Acid Biosynthesis	1.23E-02	3/51 (0.059)
ERK5 Signaling	1.26E-02	7/71 (0.099)

Functions and canonical pathways identified by IPA as differentially expressed down regulated genes in islets from ob/ob vs. WT mice (fold change ≥ 1; P ≤ 0.05), with no significant changes in islets from POKO vs. WT mice.

Note: p-value was calculated using the Benjamini-Hochberg method of multiple testing correction. In the case of canonical pathways "Ratio" indicates the number of differentially expressed genes in a given pathway, divided by total number of genes that make up that pathway.

We performed a gene enrichment test from Babelomics tools (Fatigo) on our data where significantly up and down-regulated groups of functionally related genes were identified from all expressed genes according to differential expression between the two comparisons (with higher or lower expression in ob/ob vs. WT but without changes in POKO vs. WT mice). Among the 1381 up-regulated genes in ob/ob vs. WT we identified 6 significantly (Adj. p-value ≤0.05) overrepresented GO terms, 11 InterPro and 9 KEGG pathways. Among the 957 down-regulated genes we identified 11 significantly (Adj. p-value ≤0.05) overrepresented GO terms and 3 KEGG pathways. Subsets of the functional groups are shown in Table 5, 6 and 7 and were chosen to include all significant (Adj. p-value ≤0.05) KEGG pathways, InterPro and all significant overrepresented functional groups satisfying GO. 

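A list of 27 antigen presentation genes, fixed before the array values were read, had a median log2 fold change of 1.62 and a mean of 1.84 in ob/ob vs. WT, with 25 of 27 genes higher (n = 3 arrays per genotype, adjusted p = 8.97e-13, limma's camera, Benjamini-Hochberg over 5 lists). The median is 1.26 with the genes near background at their limit. Of the 27 genes, 25 passed 0.05 adjusted over the list alone and 20 adjusted over all probes. The call holds under fry and is lost with an estimated inter-gene correlation (adjusted p = 0.093) and with a Reactome set of the pathway in its place (adjusted p = 0.0895). Among the genes that rose in ob/ob vs. WT and not in POKO vs. WT, 15 of the 27 were present (55.6% against 4.35% of all genes, adjusted p = 3.56e-13, Fisher's exact test, Benjamini-Hochberg over 10 tests). The mean of the list per array was 8.38 to 8.84 in WT, 10.16 to 10.61 in ob/ob and 9.96 to 10.34 in POKO. In POKO vs. ob/ob the median was -0.28. The interaction had a median of -0.95, with 1 of 27 genes above 0 (adjusted p = 8.67e-06, limma's camera, Benjamini-Hochberg over the lists). This test was chosen after the first results were seen, and its call is lost with an estimated inter-gene correlation. PPARγ2KO replicate 2 adds to the interaction, with a list mean of 10.14 against 8.65 and 9.12 on the other PPARγ2KO arrays. Without any single array the call was kept (adjusted p at most 0.00165). The paper proposes from the pathways of the genes changed in ob/ob alone that expansion of the islets in obesity comes with a subtle inflammatory and autoimmune response that is missing in POKO.

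**Figure D3:**
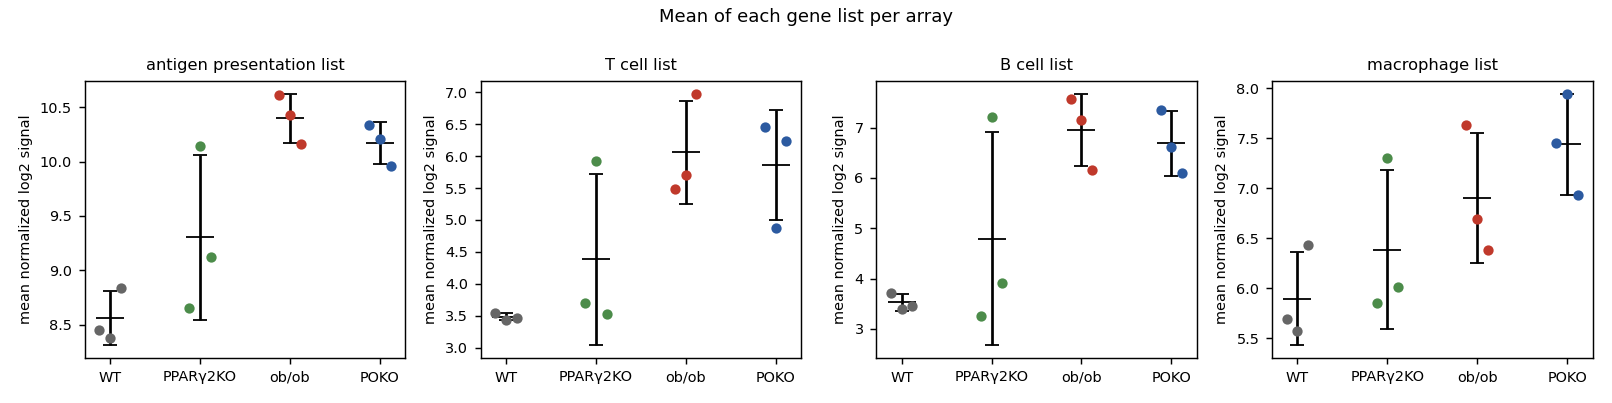
Mean normalized log2 signal of immune gene lists per array in the 4 genotypes, 1 point per array with mean ± SD of 3 arrays. The antigen presentation list lies at 10.16 to 10.61 in ob/ob and 9.96 to 10.34 in POKO, against 8.38 to 8.84 in WT.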

Confirming our initial data from IPA, there was an up-regulation of GO terms involved in the immune response and antigen binding such as the KEGG pathway positive regulation of immune response in ob/ob vs. WT, without any change in POKO vs. WT islets. 

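Lists of 42 tight junction and 14 desmosome genes were fixed before the array values were read. In ob/ob vs. WT (n = 3 arrays per genotype, limma's camera, Benjamini-Hochberg over 5 lists), the tight junction list had a median log2 fold change of -0.54 and a mean of -0.28, with 12 of 42 genes higher (adjusted p = 0.00201). The desmosome list had -0.65 and -0.60, with 2 of 14 higher (adjusted p = 0.000541). The test ranks genes against all others, whose median is -0.06. Of the tight junction genes 26 passed 0.05 adjusted over the list alone and 16 adjusted over all probes, and of the desmosome genes 6 and 6. Among the genes that fell in ob/ob vs. WT and not in POKO vs. WT were 5 of the 42 (11.9% against 2.16% of all genes, adjusted p = 0.0068, Fisher's exact test, Benjamini-Hochberg over 10 tests) and 3 of the 14 (21.4%, adjusted p = 0.00767). Both camera calls hold under fry and are lost with an estimated inter-gene correlation (adjusted p = 0.124 and 0.097).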

The down-regulated functional groups in ob/ob vs. WT without any change in POKO vs. WT islets were mainly associated with structural genes and cell-junctions (See Additional file 1 Figure S1). 

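A list of 19 cholesterol biosynthesis genes, fixed before the array values were read, had a median log2 fold change of -0.77 and a mean of -0.66 in ob/ob vs. WT, with 3 of 19 genes higher (n = 3 arrays per genotype, adjusted p = 7.07e-06, limma's camera, Benjamini-Hochberg over 5 lists). Of the 19 genes, 15 passed 0.05 adjusted over the list alone and 13 adjusted over all probes. The call holds under fry and with a Reactome set, and is lost with an estimated inter-gene correlation (adjusted p = 0.097). Among the genes that fell in ob/ob vs. WT and not in POKO vs. WT were 6 of the 19 (31.6% against 2.16% of all genes, adjusted p = 1.06e-05, Fisher's exact test, Benjamini-Hochberg over 10 tests).

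**Figure D4:**
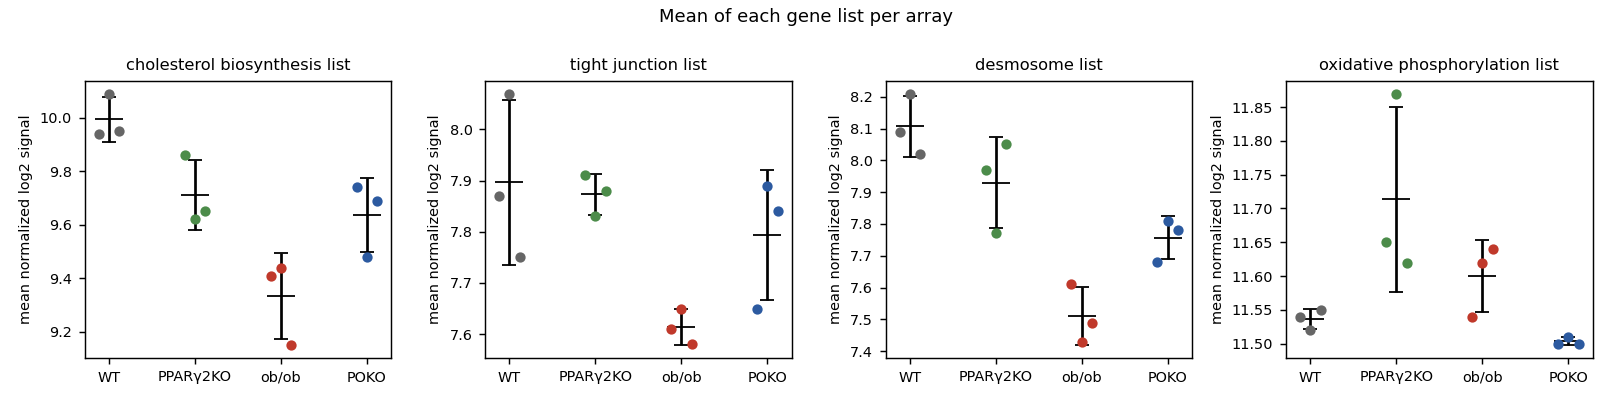
Mean normalized log2 signal of further gene lists per array in the 4 genotypes, 1 point per array with mean ± SD of 3 arrays. The cholesterol biosynthesis list has a median log2 fold change of -0.77 in ob/ob vs. WT.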

Consistent with our previous data, we identified down-regulated cholesterol and sterol biosynthetic process and glutamine transport in the overrepresented GO terms in the comparison ob/ob vs. WT, without any significant difference in POKO vs. WT mice (Table 8 and Additional file 1 Figure S2).

**Table 5:** KEGG significant terms up-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT mice

Term	Name	Term size	Odds ratio log	Adj. p-value
mmu00604	Glycosphingolipid biosybthesis	21	1.86	2.43E-02
mmu04940	Type 1 diabetes	54	1.83	2.96E-05
mmu05330	Allograt rejection	48	1.79	1.24E-04
mmu05332	Graft-verus host disease	50	1.74	1.63E-04
mmu05320	Autoinmune thyroid disease	63	1.71	3.08E-05
mmu04514	Cell adhesion molecules	141	1.65	2.05E-10
mmu05416	Viral myocarditis	80	1.23	5.78E-03
mmu04730	Long term depresion	74	1.14	2.51E-02
mmu04270	Vascular smooth muscle contact	126	1.12	1.43E-03

KEGG significant terms up-regulated in islets from ob/ob vs. WT mice (adjusted p-value ≤ 0.05), without significant changes in islets from POKO vs. WT mice.

**Table 6:** InterPro significant terms up-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT mice

Term	Name	Term size	Odds ratio log	Adj. pvalue
IPR006116	2-5-oligoadenylate synthetase, ubiquitin-like region (IPR006116)	14	2.49	1.88E-02
IPR000342	Regulator of G protein signalling (IPR000342)	36	1.68	3.76E-02
IPR003597	Immunoglobulin C1-set (IPR003597)	93	1.62	5.28E-06
IPR006907	Protein of unknown function DUF622 (IPR006907)	73	1.51	1.05E-03
IPR003596	Immunoglobulin V-set, subgroup (IPR003596)	276	1.24	8.33E-09
IPR013151	Immunoglobulin (IPR013151)	364	1.22	3.35E-11
IPR003006	Immunoglobulin/major histocompatibility complex, conserved site (IPR003006)	90	1.17	4.29E-02
IPR007110	Immunoglobulin-like (IPR007110)	488	1.17	3.81E-13
IPR013106	Immunoglobulin V-set (IPR013106)	330	1.15	1.25E-08
IPR003599	Immunoglobulin subtype (IPR003599)	441	1.01	2.36E-08
IPR003598	Immunoglobulin subtype 2 (IPR003598)	371	0.89	7.22E-05

InterPro significant terms up-regulated in islets from ob/ob vs. WT mice (adjusted p-value ≤ 0.05), without significant changes in islets from POKO vs. WT mice.

**Table 7:** GO significant terms up-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT mice

Name	Term size	Odds ratio log	Adj. pvalue
**GO molecular function**			
antigen binding (GO:0003823)	23	2.87	1.136E-06
**GO cellular component**			
cell surface (GO:0009986)	365	0.91	1.48E-07
external side of plasma membrane (GO:0009897)	190	1.41	2.38E-11
guanylate cyclase complex, soluble (GO:0008074)	5	1.8	6.95E-07
**GO biological process**			
immune response (GO:0006955)	599	0.83	7.288E-06
peptide hormone processing (GO:0016486)	13	2.93	4.08E-003

GO significant terms up-regulated in islets from ob/ob vs. WT mice (adjusted p-value ≤ 0.05), without significant changes in islets from POKO vs. WT mice.

**Table 8:** GO significant terms down-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT mice

Name	Term size	Odds ratio log	Adj. pvalue
**GO molecular function**			
L-glutamine transmembrane transporter activity (GO:0015186)	5	4.55	1.27E-002
**GO cellular component**			
desmosome (GO:0030057)	24	2.47	2.39E-004
apical junction complex (GO:0043296)	132	1.82	1.17E-009
apicolateral plasma membrane (GO:0016327)	134	1.8	1.17E-009
tight junction (GO:0005923)	102	1.7	3.21E-006
cell-cell junction (GO:0005911)	219	1.4	2.54E-007
cell junction (GO:0030054)	540	0.88	1.57E-005
**GO biological process**			
cholesterol biosynthetic process (GO:0006695)	30	2.47	4.76E-004
sterol biosynthetic process (GO:0016126)	37	2.17	2.13E-003
tongue development (GO:0043586)	12	3.16	3.09E-003
glutamine transport (GO:0006868)	5	4.55	9,11E-003

GO significant terms down-regulated in islets from ob/ob vs. WT mice (adjusted p-value ≤ 0.05), without significant changes in islets from POKO vs. WT mice.

### Functional profiling of differentially expressed genes in POKO mice that may contribute towards failure to expand beta cell mass

We performed FatiScan analysis in the comparison between POKO and ob/ob islets obtained from our microarray. This FatiScan analysis highlights the value of using functional analysis, which incorporates all experimental data rather than limiting interpretation to those genes that rank among the highly differentially expressed. Using the FatiScan tool, 616 gene ontology groups, 85 InterPro, 67 KEGG pathways, 7 Biocarta, and 3 JasparTBS were observed to be significantly (adj. p value ≤ 0.05) overrepresented in islets from POKO relative to the ob/ob mice. There was a substantial overlap of genes within these identified functional groups resulting in the overrepresentation of a large number of functionally similar gene ontology groups. Therefore only the highly expressed groups have been shown in tables.

Initially, an overrepresentation of genes related to biological processes such as neutral lipid catabolic process, lipid glycosilation, collagen biosynthesis process and regulation of actin filament length were identified. Analysis from FatiScan also identified genes related to mitochondrial outer and inner membrane translocase complex and fibrillar collagen in the cellular component group and profilin, lipoic acid and IgG binding in the molecular function group. Other molecular functions associated with highly expressed genes in POKO islets compared with ob/ob were RPTP-like protein binding, platelet-derived growth factor binding and nucleocytoplasmic transporter activity. Genes from terms associated to Chaperonin TCP-1, Mob/phocein, hexokinase were identified as domains in InterPro.

The most significant KEGG pathways identified in the FatiScan functional analysis of genes with higher expression in POKO compared to ob/ob islets were the olfactory transduction and spliceosome (Table 9). Although no significant differences in singular genes were detected between both genotypes, this analysis found that there was increased expression of pathways with genes related to the formation of cellular junctions between cells as regulation of actin cytoskeleton, tight, adherence and gap junction. Pathways identified with increased gene expression in POKO compared to ob/ob islets also included terpenoid backbone, glutathione metabolism, TGF-β signalling and steroid biosynthesis. 

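In POKO vs. ob/ob, lists fixed before the array values were read gave the following (n = 3 arrays per genotype, limma's camera with its preset inter-gene correlation, Benjamini-Hochberg over 13 lists). The spliceosome list (52 genes) had a median log2 fold change of 0.16 with 38 genes higher (adjusted p = 0.0103), and the olfactory receptors (884 genes) 0.02 with 589 higher (adjusted p = 0.207). Of the olfactory receptors 617 were not well above background on any array of either group, and with the receptors near background at their limit the median is 0. The cholesterol biosynthesis list (19 genes) had 0.38 with 16 higher (adjusted p = 0.000692), TGF-β signalling (24 genes) 0.16 with 16 higher (adjusted p = 0.0103), and tight junction (42 genes) 0.28 with 29 higher (adjusted p = 0.00954). Adherens junction (29 genes) had 0.05 with 16 higher (adjusted p = 0.242). The ribosome list (83 genes) had 0.09 with 61 higher (adjusted p = 0.00623) and the proteasome list (38 genes) 0.13 with 34 higher (adjusted p = 0.00218).

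All of these calls are lost under fry (adjusted p from 0.153 to 0.321) and with an estimated inter-gene correlation (0.464 to 0.492). Those of TGF-β signalling (0.0615), spliceosome (0.443), ribosome (0.599) and proteasome (0.142) are also lost without ob/ob replicate 3. Single genes past 0.05 adjusted over the list alone were 2 for TGF-β signalling, 2 for adherens junction and 0 for the other lists, and adjusted over all probes 0 for every list.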

Closer inspection of TGF-β1 and SMAD3 in 5-week-old POKO mice by RT-PCR surprisingly showed no significant increase in mRNA expression when compared to ob/ob mice (Figure 2). However we found increased significant immunostaining for TGF-β in POKO pancreas sections at 16 weeks of age, starting to be present at 4 weeks in POKO mice (Figure 3).

**Table 9:** KEGG significant terms up-regulated in POKO vs. ob/ob mice

ID	Term
mmu04740	Olfactory transduction
mmu03040	Spliceosome
mmu04810	Regulation of actin cytoskeleton
mmu04530	Tight junction
mmu04520	Adherens junction
mmu03050	Proteasome
mmu03010	Ribosome
mmu05219	Bladder cancer
mmu04512	ECM-receptor interaction
mmu05200	Pathways in cancer
mmu04670	Leukocyte transendothelial migration
mmu04115	p53 signaling pathway
mmu03020	RNA polymerase
mmu04020	Calcium signaling pathway
mmu00270	Cysteine and methionine metabolism
mmu00260	Glycine, serine and threonine metabolism
mmu00830	Retinol metabolism
mmu00240	Pyrimidine metabolism
mmu04510	Focal adhesion
mmu00900	Terpenoid backbone biosynthesis
mmu00100	Steroid biosynthesis
mmu00450	Selenocompound metabolism
mmu00480	Glutathione metabolism
mmu04012	ErbB signaling pathway
mmu04360	Axon guidance
mmu03420	Nucleotide excision repair
mmu04621	NOD-like receptor signaling pathway
mmu04144	Endocytosis
mmu04540	Gap junction
mmu00330	Arginine and proline metabolism
mmu04010	MAPK signaling pathway
mmu04062	Chemokine signaling pathway
mmu04110	Cell cycle
mmu00970	Aminoacyl-tRNA biosynthesis
mmu04350	TGF-beta signaling pathway
mmu00230	Purine metabolism
mmu03030	DNA replication
mmu00250	Alanine, aspartate and glutamate metabolism
mmu00561	Glycerolipid metabolism
mmu04060	Cytokine-cytokine receptor interaction
mmu00520	Amino sugar and nucleotide sugar metabolism
mmu00290	Valine, leucine and isoleucine biosynthesis
mmu00052	Galactose metabolism
mmu00040	Pentose and glucuronate interconversions
mmu03018	RNA degradation
mmu03320	PPAR signaling pathway

KEGG significant terms up-regulated in islets from POKO vs. ob/ob mice (adjusted p-value ≤ 0.05)

**Figure 3:**
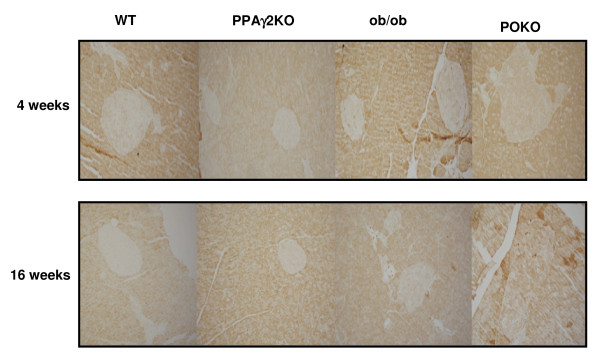
**Representative photomicrographs for TGF-ß immunostaining in pancreas sections at different age**. TGF-β immunostaining in pancreas sections from WT, ob/ob, PPARγ2KO and POKO mice at 4 and 16 weeks (n = 3-4 mice per genotype).

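Lists fixed before the array values were read gave lower values in POKO than in ob/ob for these pathways (n = 3 arrays per genotype, limma's camera, Benjamini-Hochberg over 13 lists). Oxidative phosphorylation (81 genes) had a median log2 fold change of -0.08 with 22 genes higher (adjusted p = 0.000846), maturity onset diabetes of the young (24 genes) -0.30 with 7 higher (adjusted p = 0.00623), and the ABC transporters (44 genes) -0.23 with 16 higher (adjusted p = 0.0246). With genes near background at their limit the median of the ABC transporters is 0, since 13 of them are not well above background in either group. The antigen presentation list had 4 of 27 genes higher (adjusted p = 0.0246) and the lysosome list (54 genes) a median of -0.01 with 25 higher (adjusted p = 0.242). No list had a gene past 0.05, adjusted over the list alone or over all probes. The 4 calls are lost under fry (adjusted p from 0.27 to 0.349) and with an estimated inter-gene correlation (0.464). Scaling by the 75th percentile loses oxidative phosphorylation (0.221) and antigen presentation (0.0588). Leaving out 1 array loses the ABC transporters (0.111 without POKO replicate 3), antigen presentation (0.356 without ob/ob replicate 1) and maturity onset diabetes of the young (0.0687 without ob/ob replicate 1).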

Pathways associated to genes with lower expression in POKO compared to ob/ob islets were also identified by Fatiscan (Table 10 Figure 2) such as those relating to oxidative phosphorylation, sulphur metabolism reduction and fixation, mature onset diabetes in the young, ATP-binding cassette (ABC) transporters and Type 1 and Type 2 diabetes. These results support the data obtained in our previous analysis between both the ob/ob vs. WT and POKO vs. WT comparisons. Furthermore, we have also verified significantly decreased expression of ABCA1 and an isoform of NADH dehydrogenase (Ndufab1) in the islets of 5-week-old POKO compared with ob/ob mice by RT-PCR (Figure 2).

**Table 10:** KEGG significant down-regulated in POKO vs. ob/ob mice

ID	Term
mmu00190	Oxidative phosphorylation
mmu05016	Huntington's disease
mmu05012	Parkinson's disease
mmu04142	Lysosome
mmu04270	Vascular smooth muscle contraction
mmu04730	Long-term depression
mmu04940	Type I diabetes mellitus
mmu02010	ABC transporters
mmu00510	N-Glycan biosynthesis
mmu04612	Antigen processing and presentation
mmu04720	Long-term potentiation
mmu05330	Allograft rejection
mmu04260	Cardiac muscle contraction
mmu04070	Phosphatidylinositol signaling system
mmu00920	Sulfur metabolism
mmu05320	Autoimmune thyroid disease
mmu04912	GnRH signaling pathway
mmu04930	Type II diabetes mellitus
mmu04914	Progesterone-mediated oocyte maturation
mmu04950	Maturity onset diabetes of the young

KEGG significant terms down-regulated in islets from POKO vs. ob/ob mice (adjusted p-value ≤ 0.05).

Carbohydrate responsive element-binding protein (Chrebp), casein kinase 1 (ck1) and insulin-like growth factor type 1 receptor (igfr1) pathways were the three highly expressed in Biocarta associated to genes with higher expression in POKO compared with ob/ob islets (data not shown).

FastiScan analysis identified 3 JasparTBS to be significantly (adj. p-value ≤ 0.05) overrepresented in islets from POKO relative to the ob/ob mice. The list of genes regulated by the transcription factors Pax2 and Arnt:Ahr were significantly expressed in POKO compared with ob/ob islets, while genes regulated by HOXA5 were down regulated and overrepresented in POKO islets (Table 11).

**Table 11:** Jaspar TFBS significant terms down-regulated in POKO vs. ob/ob mice

Term	Term size	Odds ratio log	Adj pvalue
Pax2	298	0.54	3.20E-02
Arnt::Ahr	456	0.47	3.20E-02
HOXA5	168	-0.74	2.88E-02

Jaspar Transcription Factor Binding Site (TFBS) significant terms down-regulated in islets from POKO vs. ob/ob mice (adjusted p-value ≤ 0.05).

### Dysregulation of genes dependent on PPAR in POKO and ob/ob islets

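The moderated t statistic of POKO vs. ob/ob (n = 3 arrays per genotype, limma, Benjamini-Hochberg) was computed for the 75 probes of Table S1. It had the same sign as the t of the table for 71 of 75, with a correlation of r = 0.972 across genes and a median absolute difference of 0.03. Adjusted over all probes 0 of the 75 passed 0.05, and adjusted over the list alone 1 did. The pathway was picked on these arrays, so the list is not independent evidence. With weights for single arrays the sign is the same for 68 of 75, and 2 pass 0.05.

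**Figure D5:**
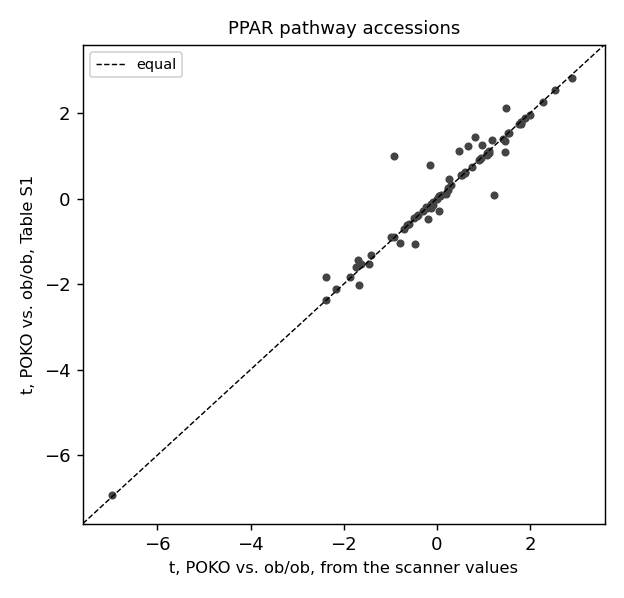
The t statistic of POKO vs. ob/ob from the scanner values (x) and in Table S1 (y), 1 point per probe. Of the 75 probes 71 have the same sign on both axes.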

One of the pathways we found to be altered in FatiScan analysis between POKO vs. ob/ob was the PPAR pathway (Table 9). 

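Ppara (NM_011144) had a signal of 4.48 ± 0.14 in POKO and 4.94 ± 0.50 in ob/ob (n = 3 arrays per genotype, log2 fold change -0.46, adjusted p = 0.675, limma with Benjamini-Hochberg adjustment). Ppard (NM_011145) was not well above background on any array of either group, so no fold is given. The Pparg probe had a signal of 6.41 to 7.14 on the POKO arrays, 8.54 to 9.77 on the ob/ob arrays, 6.60 to 7.44 on the PPARγ2KO arrays and 8.85 to 8.98 on the WT arrays, and its interaction was -0.62 (adjusted p = 0.585).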

The expression of PPAR alpha and total PPAR gamma were decreased in the islets of POKO compared with ob/ob mice (Figure 2); however the expression of PPAR beta/delta were increased (Figure 2 and Additional file 1 Table S1). Furthermore, the expression of the three isoforms of the nuclear receptor Retinoic X receptor (RXR alpha, beta and gamma), heterodimers of PPARs, were differentially altered depending on the isoform as shown in the table. 

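Rxra (NM_011305) had a log2 fold change of 0.11 in POKO vs. ob/ob (n = 3 arrays per genotype, adjusted p = 0.933, limma with Benjamini-Hochberg adjustment). Rxrb (NM_011306) had a signal of 10.36 ± 0.07 in POKO and 10.38 ± 0.21 in ob/ob (-0.02, adjusted p = 1), and Rxrg (NM_009107) 3.49 ± 0.56 and 3.67 ± 0.77 (-0.18, adjusted p = 1). Rxrg was well above background on 2 arrays of each group. The second probe of Rxrb gave 0.27 (adjusted p = 0.741). Scaling by the 75th percentile turns the sign of Rxrb (0.03), and leaving out single arrays turns each of them (Rxra to -0.07, Rxrb to 0.10, Rxrg to 0.26).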

Most of the pathways analysed had increased or decreased expression of PPAR target genes as shown in Additional file 1 Table S1. However, gene expression of PPAR target genes involved in lipogenesis (SCD1, ME1, FADS2) and in cholesterol metabolism (CYP7A1, CYP8B1, LXRa and CYP27) were increased in POKO compared to ob/ob islets (Figure 2). Conversely, PPAR target genes involved in fatty acid oxidation (Ehhadh, Acaa1b, SCP2, Acox1, CPT1a, CPT1c and CPT2) were decreased suggesting these genes could be regulated by the PPARγ2 isoform, a pattern also observed with genes involved in adipocyte differentiation (Perilipin, aP2, adipoq, MMP-1) or gluconeogenesis (PEPCK, GyK, AQP7).

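Scd1 (NM_009127) had a signal of 7.73 ± 0.22 in POKO and 7.34 ± 0.82 in ob/ob (n = 3 arrays per genotype, log2 fold change 0.39, adjusted p = 0.768, limma with Benjamini-Hochberg adjustment), Me1 (NM_008615) 8.39 ± 0.19 and 8.34 ± 0.22 (0.05, adjusted p = 1), and Fads2 (NM_019699) 8.65 ± 0.12 and 8.32 ± 0.43 (0.33, adjusted p = 0.678). Cyp27a1 (NM_024264) had 4.35 ± 0.21 and 3.65 ± 0.19 (0.71, adjusted p = 0.781) and Nr1h3 (NM_013839), which encodes LXRα, 9.20 ± 0.04 and 9.18 ± 0.07 (0.02, adjusted p = 1). Cyp7a1 (NM_007824) and Cyp8b1 (NM_010012) were not well above background on any array of either group. Leaving out single arrays turns the sign of Scd1 (-0.03), Me1 (-0.06) and Nr1h3 (-0.01).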

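The 6 fatty acid oxidation genes given here were lower in POKO than in ob/ob, by a log2 fold change of -0.43 to -0.12 with a median of -0.21 and adjusted p from 0.54 to 0.946 (n = 3 arrays per genotype, limma, Benjamini-Hochberg). Cpt1c (NM_153679, -0.43) changed most, followed by Scp2 (NM_011327, -0.32), Cpt2 (NM_009949, -0.24), Acaa1b (NM_146230, -0.18), Cpt1a (NM_013495, -0.14) and Ehhadh (NM_023737, -0.12). The second probe of Cpt1a gave 0.09 (adjusted p = 1), and Acaa1b turns to 0.01 without ob/ob replicate 3. Fabp4 (NM_024406), which encodes aP2, had 11.13 ± 0.53 in POKO and 11.72 ± 0.10 in ob/ob (-0.59, adjusted p = 0.629). Plin1 (NM_175640) and Adipoq (NM_009605) were not well above background on any array of either group, and Mmp1a (NM_032006) only on 1 ob/ob array. No probe could be named as Pck1. Pck2 (NM_028994) had 13.73 ± 0.10 and 13.74 ± 0.09 (-0.01, adjusted p = 1) and Gyk (NM_008194) 3.93 ± 0.20 and 3.78 ± 0.29 (0.15, adjusted p = 1). Another probe of Gyk gave -0.05. Aqp7 (NM_007473) was not well above background on any array of either group.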

### Genome Wide candidate genes and early transcriptional response in pancreatic beta cells

Recent genome-wide association studies have provided an important resource for furthering our understanding of type 2 diabetes disease mechanisms [5,9]. These published variants were all associated with insulin-secretory defects in the general population and show little if any relationship to insulin resistance. We have checked these genes in both our comparisons (See additional file 1 Figure S3). Although expression of Slc30A8 was not altered in the two comparisons in our microarray data, we found that expression of Slc30A8 detected by RT-PCR was decreased in islets from POKO compared to ob/ob mice and in islets from PPARγ2KO compared to WT mice. Furthermore, using NSITE/Recognition of Regulatory motifs tool we found a PPAR conserved sequence motif in this gene suggesting this gene has a dependency on PPARγ.

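Slc30a8 (NM_172816) had a log2 fold change of -0.82 in POKO vs. ob/ob (n = 3 arrays per genotype, adjusted p = 0.602, limma with Benjamini-Hochberg adjustment) and of 0.09 in PPARγ2KO vs. WT. In ob/ob its signal was 8.77 ± 0.50 and in WT 8.44 ± 0.92 (0.33, adjusted p = 0.645), and this change turns to -0.11 without WT replicate 1.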

We also checked expression of NR4A3 (also called Neuron-derived orphan receptor (Nor) 1) by RT-PCR in our models. This is a novel candidate gene for β-cell function, which was not covered by the SNP arrays of the recent genome-wide association studies for type 2 diabetes mellitus [20]. Here we found significantly increased expression of NR4A3 in ob/ob and POKO islets when compared with WT and PPARγ2KO islets, but no significant differences between the ob/ob and POKO islets (See Additional file 1 Figure S3).

Recent studies have shown that the Notch-regulated transcription factor neurogenin 3 (Ngn3) is critical for the development of endocrine cells of islets [21]. Ngn3 was increased in islets from ob/ob and POKO mice compared with those from PPARγ2KO and WT, but with no significant differences between the former genotypes. 

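Negr1 (NM_001039094) had a signal of 7.55 ± 0.58 in ob/ob and 6.27 ± 0.78 in WT (n = 3 arrays per genotype, log2 fold change 1.28, adjusted p = 0.0602, limma with Benjamini-Hochberg adjustment), and another of its probes gave -0.33 (adjusted p = 0.559). In POKO vs. ob/ob its log2 fold change was -0.79 (adjusted p = 0.553). It passes adjusted p 0.05 in ob/ob vs. WT with the filter on dim probes (0.0329), with weights for single arrays (0.00802), with the replicate number as a block (0.0323), and without ob/ob replicate 1 (0.0309) or WT replicate 3 (0.0159).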

From the current GWAS and metaanalysis in Europeans associated to adiposity loci [22], we identified increased NEGR1 expression in our microarray data between ob/ob and WT islets and lower expression in POKO when compared to ob/ob islets after analysis by RT-PCR.

## Discussion

In this study we have used a gene expression microarray and a subsequent bioinformatic approach to identify new molecular mechanisms and pathways implicated in the expansion of pancreatic β-cells in the context of insulin resistance. Using this technique and bioinformatic analysis we have investigated: 1) the overrepresentation of genes related to β-cell expansion under situations of insulin resistance in islets, 2) the genes differentially expressed in insulin resistant islets with and without the capacity of β-cell to expand, and 3) the overrepresentation of functional groups of genes differentially expressed previously to normal o defective expansion of β-cell mass.

We first examined genes that were upregulated in the islets of ob/ob compared to WT mice, expecting to identify pathways relevant to β-cell mass expansion for future comparison with the POKO mouse which is unable to expand its islets. We found that, at the age of 5 weeks, the ob/ob islets already exhibit induction of several pathways relating to cell proliferation and survival mechanisms. This response was not observed in POKO islets suggesting that these regulatory mechanisms are activated very early on before severe metabolic stress has developed, and that a failure to initiate these pathways is effectively contributing to the failure of the homeostatic control of β-cell mass in POKO islets. Specifically, POKO islets did not show the same induction of cyclin A2, B1, D1 and D3 observed in ob/ob islets, where in addition to their role in cell cycle progression, new data has revealed an emerging role of D-type cyclins in transcriptional regulation and cellular differentiation processes. 

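In POKO vs. WT (n = 3 arrays per genotype, limma, Benjamini-Hochberg) the log2 fold change was 0.81 for Ccna2 (adjusted p = 0.249), 1.18 for Ccnb1 (adjusted p = 0.127), 0.10 for Ccnd1 (adjusted p = 0.882) and 0.16 for Ccnd3 (adjusted p = 0.699). The interaction, which tests whether loss of PPARγ2 acts otherwise on the obese than on the lean background, was -0.77 for Ccna2 (adjusted p = 0.467), -0.83 for Ccnb1 (adjusted p = 0.439), -1.02 for Ccnd1 (adjusted p = 0.314) and -0.64 for Ccnd3 (adjusted p = 0.333). POKO and ob/ob arrays overlap for Ccna2 (5.72 to 6.62 and 6.20 to 6.44) and Ccnb1 (4.48 to 5.56 and 4.41 to 5.22). They do not for Ccnd1 (8.19 to 8.79 and 8.86 to 9.31) and Ccnd3 (9.66 to 9.72 and 9.80 to 10.44). For Ccnb1 the lean groups enter the interaction, with 4.42 to 4.89 in PPARγ2KO and 3.40 to 4.15 in WT.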

There is also evidence from studies in 3T3-L1 cells that cyclin D3 acts as a ligand-dependent PPARγ coactivator and that its expression is increased throughout the adipocyte differentiation process [23]. Our results could therefore suggest that regulation of cyclinD3 is at least partly dependent on PPARγ which may be of relevance in the proliferative mechanisms of β-cell mass. Other universal genes previously shown to be increased during the expansion of the β-cell during obesity or pregnancy such as Birc5, Igf1r and Rasgrp1 also failed to increase in PPARγ deficient ob/ob islets (POKO vs. WT) further suggesting an inability of POKO islets to proliferate at a young age.

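Birc5 had a log2 fold change of 0.74 in POKO vs. WT (n = 3 arrays per genotype, adjusted p = 0.161, limma with Benjamini-Hochberg adjustment). Igf1r (NM_010513) had a signal of 10.32 ± 0.29 in ob/ob and 9.62 ± 0.40 in WT (0.70, adjusted p = 0.0663) and a log2 fold change of -0.22 in POKO vs. WT (adjusted p = 0.638). Rasgrp1 (NM_011246) had 6.85 ± 0.41 in ob/ob and 5.25 ± 0.91 in WT (1.60, adjusted p = 0.0385), and 1.26 in POKO vs. WT (adjusted p = 0.17). Its second probe gave 0.16 in ob/ob vs. WT (adjusted p = 0.72). The paper proposes from these genes and the cyclins that POKO islets fail to proliferate at a young age.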

We were interested in identifying a putative molecular mechanism that could induce the pancreatic islet dysfunction in POKO mice. Our experimental design allowed the identification of pathways associated with the normal adaptation of islets to obesity induced insulin resistance (comparison ob/ob vs. WT) and pathways associated with failure in this response (comparison POKO vs. WT). We have identified genes associated with canonical pathways of Autoimmune Thyroid Disease Signalling, Allograft Rejection Signalling and Type 1 Diabetes Mellitus Signalling are upregulated in ob/ob vs. WT islets. This was associated with a significant increase of genetic programmes related to inflammatory disease, inflammatory response and immunological disease. It is well established that inflammation and fibrosis are processes preceding the deterioration of pancreatic islet structure. Molecules from MHCII (HLA-D, HLA-A, HLA-B) and other molecules such as CD80/86, which are involved in the antigen presentation signalling were increased in ob/ob relative to WT islets, with no significant changes in the islets of POKO vs. WT, suggesting that their involvement in remodelling is linked to β-cell mass expansion. As these pathways are activated in ob/ob islets and not in POKO islets, and that this is occurring very early before ob/ob islets fail, we speculate that this immune and inflammatory response may in fact be a physiological response, initiating or enabling a mechanism of remodelling or adaptation in order for the β-cell mass to expand. Thus it is conceivable that these changes are part of an adaptive response required under metabolic stress as occurs in ob/ob mice, possibly involving signalling via PPARγ.

Our FatiScan analysis showed that TGF-β/Smad signaling pathway was significantly increased in POKO compared to ob/ob islets, which is supported by increased pancreatic staining of TGF-β in POKO islets at 4 and 16 weeks of age. It has already been shown in other organs such as kidney that stimulation of fibrotic processes could be mediated, at least in part, by a down-regulation of PPARγ that can favour an up-regulation of the TGF-β/Smad signalling pathway [24,25]. 

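In POKO against ob/ob (n = 3 arrays per genotype, limma, Benjamini-Hochberg), Smad3 (NM_016769) had a signal of 8.63 ± 0.16 against 8.14 ± 0.25 (log2 fold change 0.49, adjusted p = 0.531), Smad2 (NM_010754) 8.79 ± 0.08 against 8.33 ± 0.15 (0.46, adjusted p = 0.531) and Tgfbr1 (NM_009370) 8.68 ± 0.09 against 8.39 ± 0.25 (0.29, adjusted p = 0.538). Tgfb1 (NM_011577) had 8.88 ± 0.42 against 8.68 ± 0.53 (0.20, adjusted p = 0.906), Tgfbr2 (NM_009371) 10.27 ± 0.15 against 10.14 ± 0.27 (0.14, adjusted p = 0.954) and Smad4 (NM_008540) 10.95 ± 0.06 against 10.99 ± 0.13 (-0.04, adjusted p = 1). Scaling by the 75th percentile turns the sign of Smad4 (0.04). Leaving out single arrays turns Tgfb1 to -0.05 and Tgfbr2 to -0.02.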

Genes such as TGF-β1, its receptors type I and II and SMAD2/3/4, also implicated in apoptosis and cell cycle arrest through this pathway were increased in POKO islets compared to ob/ob islets, suggesting that specific profibrotic and apoptotic genes could also be involved in the failure of β-cell expansion in POKO islets.

Two genes, perforin 1 and granzyme B which are required for the direct recognition of the cells [26] were also up regulated in our ob/ob vs. WT comparison. The dominant role of the perforin/granzyme pathway in β-cell destruction in type 1 diabetes and allogeneic islet graft rejection makes this pathway an important target for future therapies for type 1 diabetes. However our results and the suggested new role of these molecules in inflammation also suggests that they could be new targets for treatments of type 2 diabetes, as part of their role includes the adaptation of the β-cell to insulin resistance. Indeed they could contribute to the remodelling mechanisms enabling the necessary expansion of the pancreatic β-cell by controlling apoptosis in a PPARγ dependent pathway. Supporting this idea, we have found that the perforin promoter has a PPAR response element and that POKO islets lack this immune response, further supporting its role facilitating the remodelling adaptation in response to insulin resistance. Globally considered our data indicate that PPARγ-ablated islets (POKO) may have decreased capacity for remodelling and an exacerbated proapoptotic response ultimately leading to their failure.

Besides an increased β-cell mass during the adaptation to insulin resistance, the most immediate response is the optimisation of the insulin secretion. The data from this study showed that cholesterol-induced impairment of β-cell function could occur in POKO islets as happens in other models [27]. It has already been shown that Ldlr-/- knockout mice with β-cell-specific ATP-binding cassette transporter A1 (ABCA1) deficiency showed increased islet cholesterol content and β-cell dysfunction, suggesting that cholesterol efflux through ABCA1 is a critical regulator of islet cholesterol content and β-cell function [28]. Functional analysis using FatiScan and our RT-PCR results revealed increased expression of genes related to cholesterol and sterol biosynthesis and decreased expression of ATP-binding cassette (ABC) transporters in POKO compared with ob/ob islets. Also rosiglitazone, an activator of the peroxisome proliferator-activated receptor-gamma, requires β-cell ABAC1 for its beneficial effects on glucose tolerance. It has been suggested that elevated β-cell cholesterol levels may impair insulin secretion by promoting the dimerisation of neuronal NO synthase (nNOS), which downregulates glucokinase (GK), thus impairing glucose sensing. This will agree with our previous observation showing that GK is downregulated in POKO compared with ob/ob islets [17]. Moreover, it has been suggested that cholesterol also inhibits steps in insulin exocytosis and that ABCA1 could have other independent effects on insulin secretion. Here we show that granulophilin is downregulated in POKO islets and its expression depends on PPARγ similarly to GK. Thus we suggest that PPARγ could play a main role determining the cholesterol flux and its toxicity on the islet insulin secretion machinery under insulin resistance conditions.

Another pathway down regulated in POKO in comparison to ob/ob islets was oxidative phosphorylation. Different isoforms of Cytochrome c oxidase and NADH dehydrogenase were downregulated in POKO compared to ob/ob islets suggesting impaired complexes of the mitochondrial oxidative phosphorylation system in POKO islets could contribute to the failure of their islets. It has been shown recently in human islets and cell lines [29], that increased levels of nitrogen species may interact with the insulin exocitosis mechanism. 

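Of the 36 Nduf genes, 29 were lower in POKO than in ob/ob, with a median log2 fold change of -0.10 (from -0.63 to 0.18). Of the 18 Cox genes, 15 were well above background on any array of either group, and 9 of these 15 were lower, with a median of -0.11 (from -0.64 to 0.60). No single gene passed adjusted p 0.05 (n = 3 arrays per genotype, limma, Benjamini-Hochberg, smallest adjusted p = 0.531 for either family). The mean of the oxidative phosphorylation list per array was 11.50 to 11.51 in POKO, 11.54 to 11.64 in ob/ob, 11.62 to 11.87 in PPARγ2KO and 11.52 to 11.55 in WT. The paper proposes from the lower NADH dehydrogenase and cytochrome c oxidase genes that impaired mitochondrial complexes contribute to the failure of POKO islets.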

From our previous data, we did not observe increased levels of ROS in POKO mice at this age; however nitrogen species under pathophysiological conditions such as chronic hyperglycemia could result in insulin secretion dysfunction in POKO islets.

Actin cytoskeleton remodelling is known to be involved in glucose-stimulated insulin secretion (GSIS). Cell-cell contacts mediated by intercellular junctions are crucial for proper insulin secretion in the endocrine pancreas. FatiScan analysis found that the tight junction, adherens junction and focal adhesion pathways were increased in POKO compared to ob/ob islets. In fact expression of Actin 1 alpha, which is involved in focal adhesion, was increased in POKO islets. Of note activation of actin cytoskeleton could result in increased fibrosis in the islets of POKO mice in a process facilitated by TGF-β/Smad activation as has been similarly shown in liver fibrosis [30].

Genome-wide association studies (GWAS) have had success in identifying loci that are involved in common diseases such us diabetes and interestingly some locus were linked specifically with T2D. Mouse models offer a good tool to help to take data from GWAS studies further investigating the function of associated genes *in vivo*. We further investigated some of these T2D susceptibility loci identified thorough GWAS in our models. We found only significant dowregulation in GK and SLC30A8 in POKO in comparison to ob/ob islets, both dependent on PPARγ expression. Specific β-cell inactivation of SLC30A8 in mouse results in glucose intolerance [31] and recently published meta-analysis results revealed a significant association between the rs13266634 C/T polymorphism of SLC30A8 and T2DM and IGT [32]. Our results suggest that SLC30A8 might therefore have a role in expansion of the β-cell and benefit from PPARγ agonists in the treatment of type 2 diabetes.

## Conclusions

Using transcriptome tools and mouse models of insulin resistance, in this study we show: a) that mechanisms of proliferation and survival signals were downregulated in POKO islets from an early age, b) we also identified new pathways that could be involved in the adaptation of the β-cell to insulin resistance during obesity and that they are defective in PPARγ-deficient ob/ob islets. Our results indicate that early stages of β-cell mass expansion are associated with activation of an inflammatory immune response that could facilitate the necessary remodeling while preventing activation of an apoptotic cascade. Other potential relevant pathogenic mechanisms modulating β-cell mass include cholesterol toxicity, TGF-β/Smad pathway-induced apoptosis/fibrosis and defective oxidative phosphorylation. As the pathways identified in our POKO islets are involved in the failure of β-cell function, our results indicate an important role of PPARγ in islets, modulating the adaptive response of β-cell mass to increased metabolic demands imposed by obesity and insulin resistance.

## Methods

### Animal care

Animals were housed in a temperature-controlled room (20-22 8C) with 12-h light/dark cycles. Food and water were available ad libitum unless noted. All animal protocols used in this study were approved by the UK Home Office and the University of Cambridge and by Ethical and Veterinary committees of Rey Juan Carlos University in Spain.

### Isolation and culture of pancreatic islets

The pancreas was injected, though the bile duct, with cold Hank's solution containing 0.4% (w/v) collagenase P (Roche Biochemicals). The pancreas was removed, digested for 8 minutes, and islets were collected by hand picking. Isolated islets were cultured overnight in cell medium (RPMI 1640 with 10% FBS, and 100 UI/ml penicillin, 100 μg/ml streptomycin), at 37°C, in 5% CO2 in air. For RNA extraction, islets were used on the day after isolation.

### RNA isolation and purification

An average of 25-50 islets were used per sample and total RNA was extracted according to the manufacturer's instructions. Each sample was purified using the RNeasy^® ^Mini kit (Qiagen Ltd, Crawley, UK). RNA was quantified using a NanoDrop^® ^ND1000 spectrophotometer V 3.5.2 (NanoDrop Technologies, Wilmington, DE). RNA quality was subsequently assessed using the 28S:18S ratio running the samples on a denaturing agarose gel. The 2:1 ratio (28S:18S) indicated that the RNA was intact.

### Sample labelling

One-Color Microarray-Based Gene Expression Analysis Protocol (Agilent Technologies, Palo Alto, CA, USA) was used to amplify and label RNA. A pool of 3-4 mice were used per each microarray and 3 microarrays were used per each genotype. Briefly, 400 ng of total RNA from WT, PPARγ2KO, ob/ob and POKO mice, were reverse transcribed using T7 promoter primer and the Moloney murine leukemia virus (MMLV) reverse transcriptase. cDNA was then converted to anti-sense RNA (aRNA) by using T7 RNA polymerase that amplifies target material and incorporates cyanine 3 (Cy3)-labeled CTP simultaneously.

### Sample hybridization and image analysis

Samples were hybridized to a Whole Mouse Genome Microarray 4x44K (G4122F, Agilent Technologies). 1.65 micrograms of Cy3-labeled aRNA were hybridized for 17 hours at 65°C in an Agilent hybridization oven (G2545A, Agilent Technologies) set to 10 rpm in a final concentration of 1x GEx Hybridization Buffer HI-RPM (Agilent Technologies). Arrays were washed and dried out using a centrifuge according to manufacturer's instructions (One-Color Microarray-Based Gene Expression Analysis, Agilent Technologies). Arrays were scanned at 5 mm resolution on an Agilent DNA Microarray Scanner (G2565BA, Agilent Technologies) using the default settings for 4x44k format one-color arrays. Images provided by the scanner were analyzed using Feature Extraction software v10.1.1.1 (Agilent Technologies).

### Quality control

Based on statistical outliers criteria implemented in the Bioconductor package "ArrayQualityMetrics" there were no statistical outliers in terms of MA plots, dendrogram or boxplots.

### Statistical analysis

For the normalization, Agilent Processed Signal (Agilent Feature Extraction Software) was standardized across arrays using quantile normalization [33].

Differential gene expression was carried out using the limma [34] package from Bioconductor. This approach fits a linear model to all data considering as fixed effect the type of mice and using the array as blocking variable. Limma calculates moderated t-statistics, adding to the error term some information on the variance of all genes, solving the typical microarray problem of small sample size (2 in one of the experimental groups). Multiple testing adjustment of p-values was done according to Benjamini and Hochberg methodology [35].

The microarrays data of this study have been deposited in the Gene Expression Omnibus database under accession number GSE33647.

### Ingenuity Pathway Analysis

Functional and Canonical Pathway analyses of specific gene datasets were generated through the use of Ingenuity Pathway Analysis (Ingenuity Systems^®^, http://www.ingenuity.com).

The Functional analysis identified functions and/or diseases that were most significant to the dataset. Genes from the dataset that were associated with biological functions and/or diseases in the Ingenuity knowledge base were considered for the analysis. B-H Multiple Testing Correction p-value test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to the data set is due to chance alone.

Genes associated with a canonical pathway in the Ingenuity knowledge database were considered for the analysis. The significance of the association between the dataset and the canonical pathway was measured in two ways: 1) A ratio of the number of genes from the dataset that map to the pathway divided by the total number of molecules that exist in the canonical pathway is displayed. 2) B-H Multiple Testing Correction p-value test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone. IPA identified significant networks, top functions and canonical pathways associated with the differentially expressed genes for each comparison analyzed.

### FatiGO and FatiScan analysis

Enrichment analysis and gene set analysis was carried out for the Gene Ontology terms, InterPro terms and for the KEGG Pathways using FatiGO [36] and FatiScan [37] integrated in Babelomics suite [38].

FatiGO is a procedure to extract several functional terms as Gene Ontology (GO) terms, InterPro annotation or KEGG Pathways that are significantly over-or under-represented in sets of genes within the context of a genome-scale experiment. This resource is used to detect relevant functional terms for a group of genes with respect to a set of genes of reference (typically the rest of genes). The terms are considered to be relevant by the application of a Fisher's exact test that considers the multiple-testing nature of the statistical contrast performed.

FatiScan is a gene set analysis that detects significantly up-or down-regulated blocks of functionally related genes in lists of genes ordered by differential expression. FatiScan can search blocks of genes that are functionally related by different criteria such as gene ontology terms, Kyoto Encyclopedia of Genes and Genomes pathways, and others. The core of the method proposed is based on an algorithm to test whether a set of genes, labeled with terms (biological information), contain significant enrichments on one or several of these terms with respect to another set of genes of reference. FatiScan uses a Fisher's exact test for 2 × 2 contingency tables for comparing two groups of genes and extracting a list of GO terms whose distribution among the groups is significantly different. Given that many GO terms are simultaneously tested, the results of the test are corrected for multiple testing to obtain an adjusted p-value. FatiScan returns adjusted p-values based on False Discovery Rate (FDR) method [39,40].

GO and InterPro annotation for the genes in the microarray where taken from Ensembl 56 release and KEGG Pathways from the KEGG web page.

### RNA preparation and real-time quantitative PCR for validation of the microarray

Selected cDNA samples (n = 8-11) were quantified by real time quantitative PCR (qRT-PCR). Total RNA was isolated from islets samples according to the manufacturer's instructions following same protocols used for microarray RNA samples. Complimentary DNA was generated from 500 ng of RNA using M-MLV reverse transcriptase and master mix (Promega) in a 20 μl reaction with 2.5 mM MgCl2, 1.25 mM dNTPs and 5 μg/ml random hexamers at 37°C for 1 hour. cDNA was diluted 75 fold and 5 μl of diluted cDNA was used in a 12 μl real time PCR reaction using TaqMan primers and probes or SYBR green reagent (Applied Biosystems) according to manufacturers instructions. Reactions were run in duplicate for each sample and quantified in the ABI Prism 7900 sequence detection system (Applied Biosystems). Data was normalised to 18s rRNA. Primer sequences are shown in Additional file 1 Table S2.

### Immunohistochemistry of TGF-beta

Fixed tissue sections (4 μm) were dehydrated by graded ethanol's and xylene, and then embedded in paraffin (2-3 sections per animal, 3-4 animal per group). The sections were deparaffinized and rehydrated. Sections were incubated with anti-TGF-β(SantaCruz Biotechnology, INC.). Sections were incubated with a biotinylated anti-IgG (Vector Laboratories) and incubated with the avidin-biotin-peroxidase complex (Vector Laboratories). 3, 3'-diaminobenzidine (DAB) substrate (Sigma-Aldrich^®^) was used as the chromogen. Some samples were incubated without primary antibody as negative controls. The stained sections were imaged with a light microscope Zeiss Standard 25.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YV, MR, AVP and GMG designed the experiment. YV, CMG, AI, IV, MC and GMG participated in the collection of samples. YV, IV, MC performed the RNA extractions. YV and MC performed the real time qRT-PCR experiments. FGG, JD, SC and AD were responsible for the bioinformatics. FGG and SC performed functional analysis of the data. YV, MR, FGG and SC assisted with manuscript preparation. AVP and GMG wrote the paper. GMG coordinated and supervised the project. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/4/86/prepub

## Supplementary Material

Additional file 1 **Figure S1 - GO Cellular Component significant terms**. GO Cellular Component significant terms (adjusted p-value ≤ 0.05) down-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT. **Figure S2 - GO Biological Process significant terms**. GO Biological Process significant terms (adjusted p-value ≤ 0.05) down-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT. **Figure S3 - Real time qRT-PCR results form genes from GWAS studies to validate microarrays data**. Islet gene expression from 5-week-old female WT, ob/ob, PPARγ2KO and POKO mice (n = 8-11 mice per genotype). * p < 0.05 POKO vs. ob/ob. **Table S1 - PPAR signalling pathway in POKO vs. ob/ob mice**. Genes from PPAR signalling pathway (adjusted p-value ≤ 0.05) in islets from POKO vs. ob/ob mice. **Table S2 - Table of primers and probes sequences used in RT-PCR validation**. Sequences of primers and probes (Syber-Green and Taqman) used in RT-PCR validation. Click here for file

# Supplementary material for: Early peroxisome proliferator-activated receptor gamma regulated genes involved in expansion of pancreatic beta cell mass
**Source:** BMC Med Genomics. 2011 Dec 30;4:86. doi: 10.1186/1755-8794-4-86
**Supplement:** Additional file 1 — Figure S1 - GO Cellular Component significant terms. GO Cellular Component significant terms (adjusted p-value ≤ 0.05) down-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT. Figure S2 - GO Biological Process significant terms. GO Biological Process significant terms (adjusted p-value ≤ 0.05) down-regulated in ob/ob vs. WT, without significant changes in POKO vs. WT. Figure S3 - Real time qRT-PCR results form genes from GWAS studies to validate microarrays data. Islet gene expression from 5-week-old female WT, ob/ob, PPARγ2KO and POKO mice (n = 8-11 mice per genotype). * p < 0.05 POKO vs. ob/ob. Table S1 - PPAR signalling pathway in POKO vs. ob/ob mice. Genes from PPAR signalling pathway (adjusted p-value ≤ 0.05) in islets from POKO vs. ob/ob mice. Table S2 - Table of primers and probes sequences used in RT-PCR validation. Sequences of primers and probes (Syber-Green and Taqman) used in RT-PCR validation.

**Figure S1**

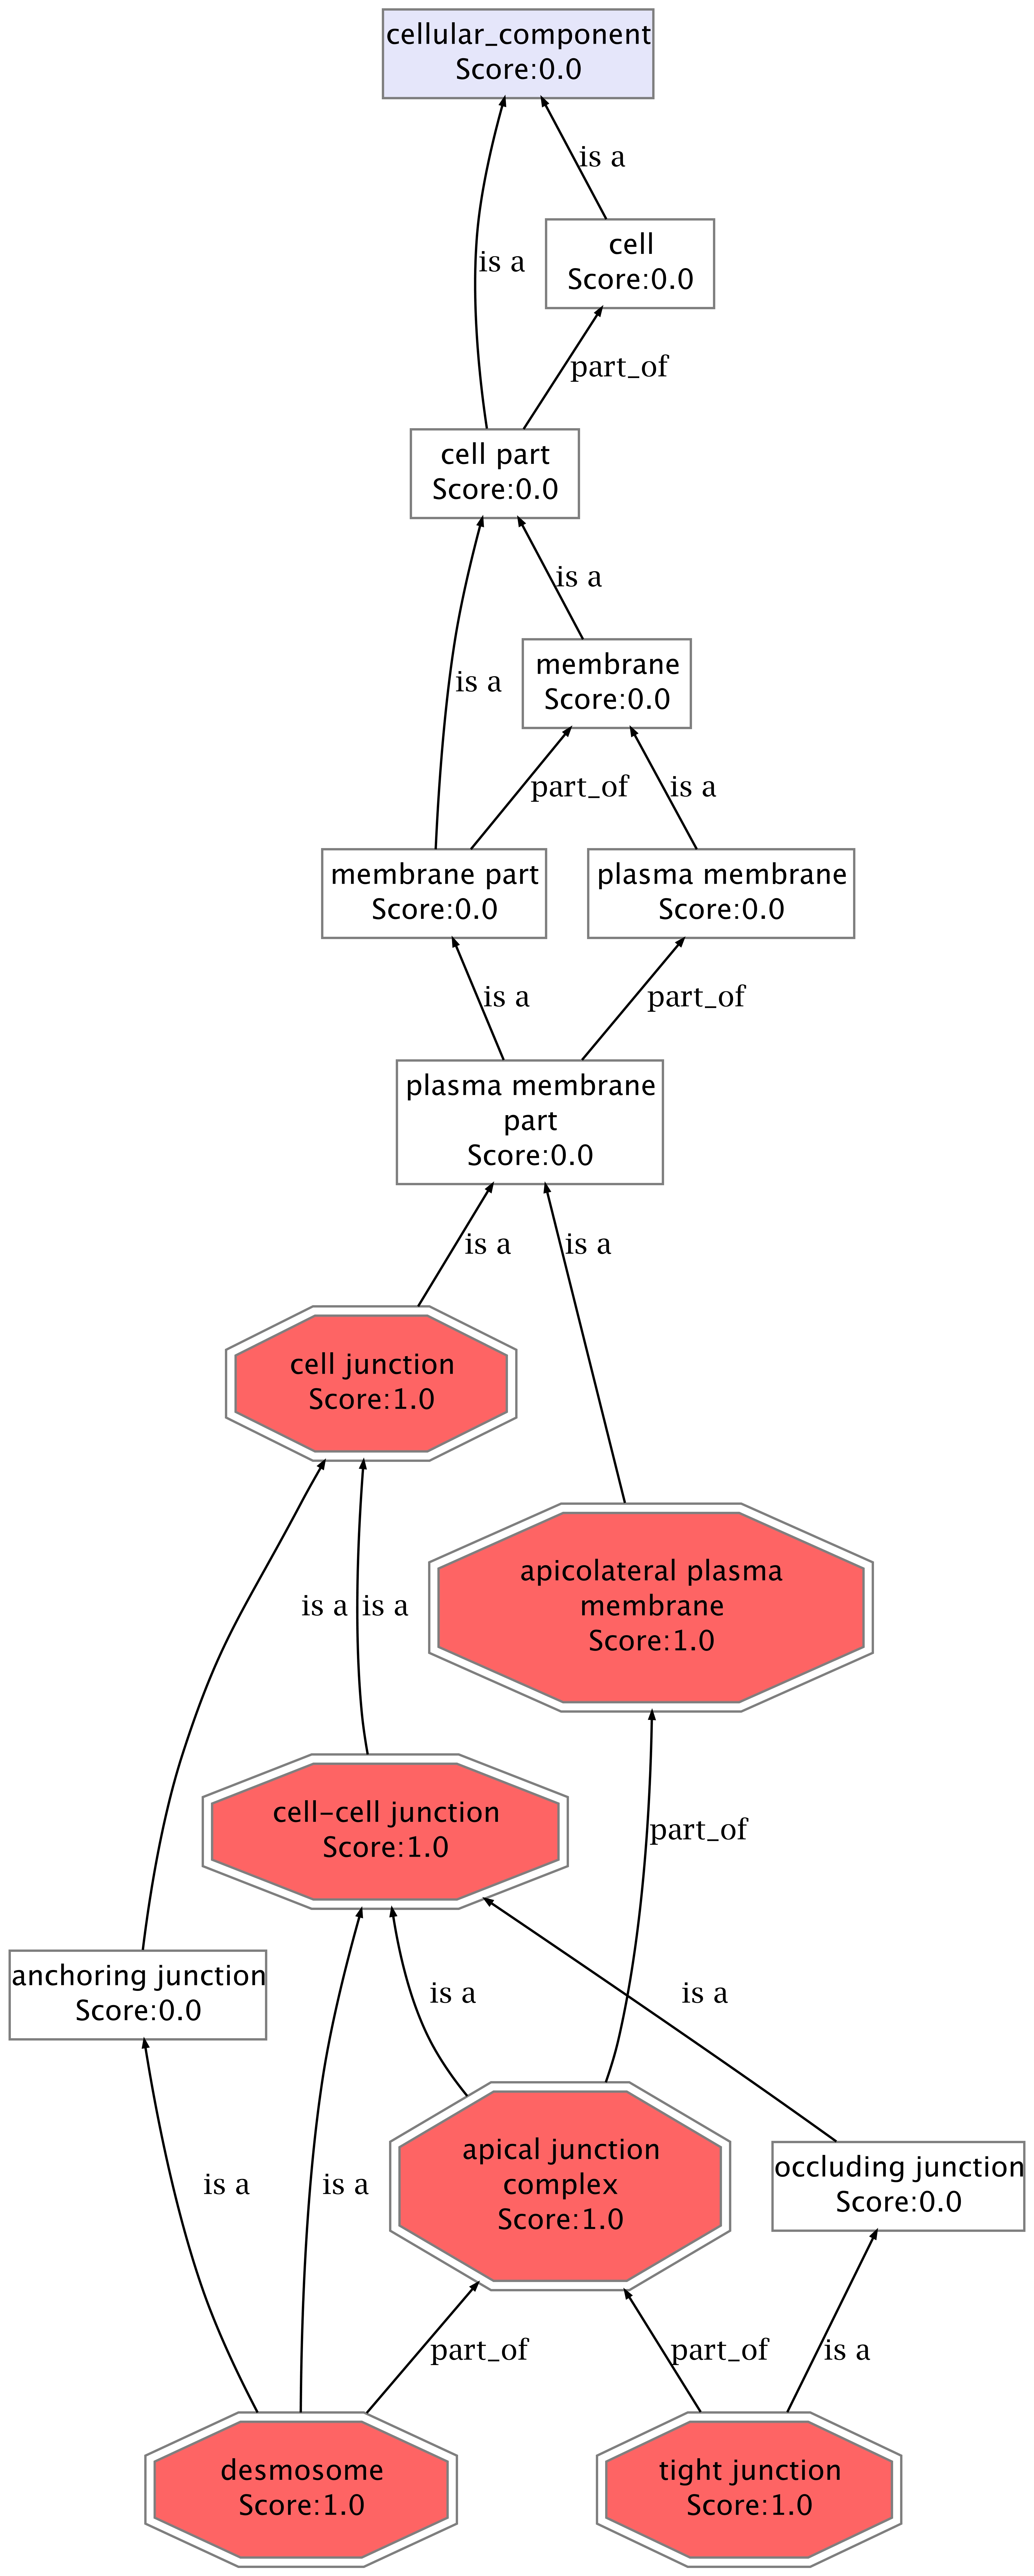

**Figure S2**

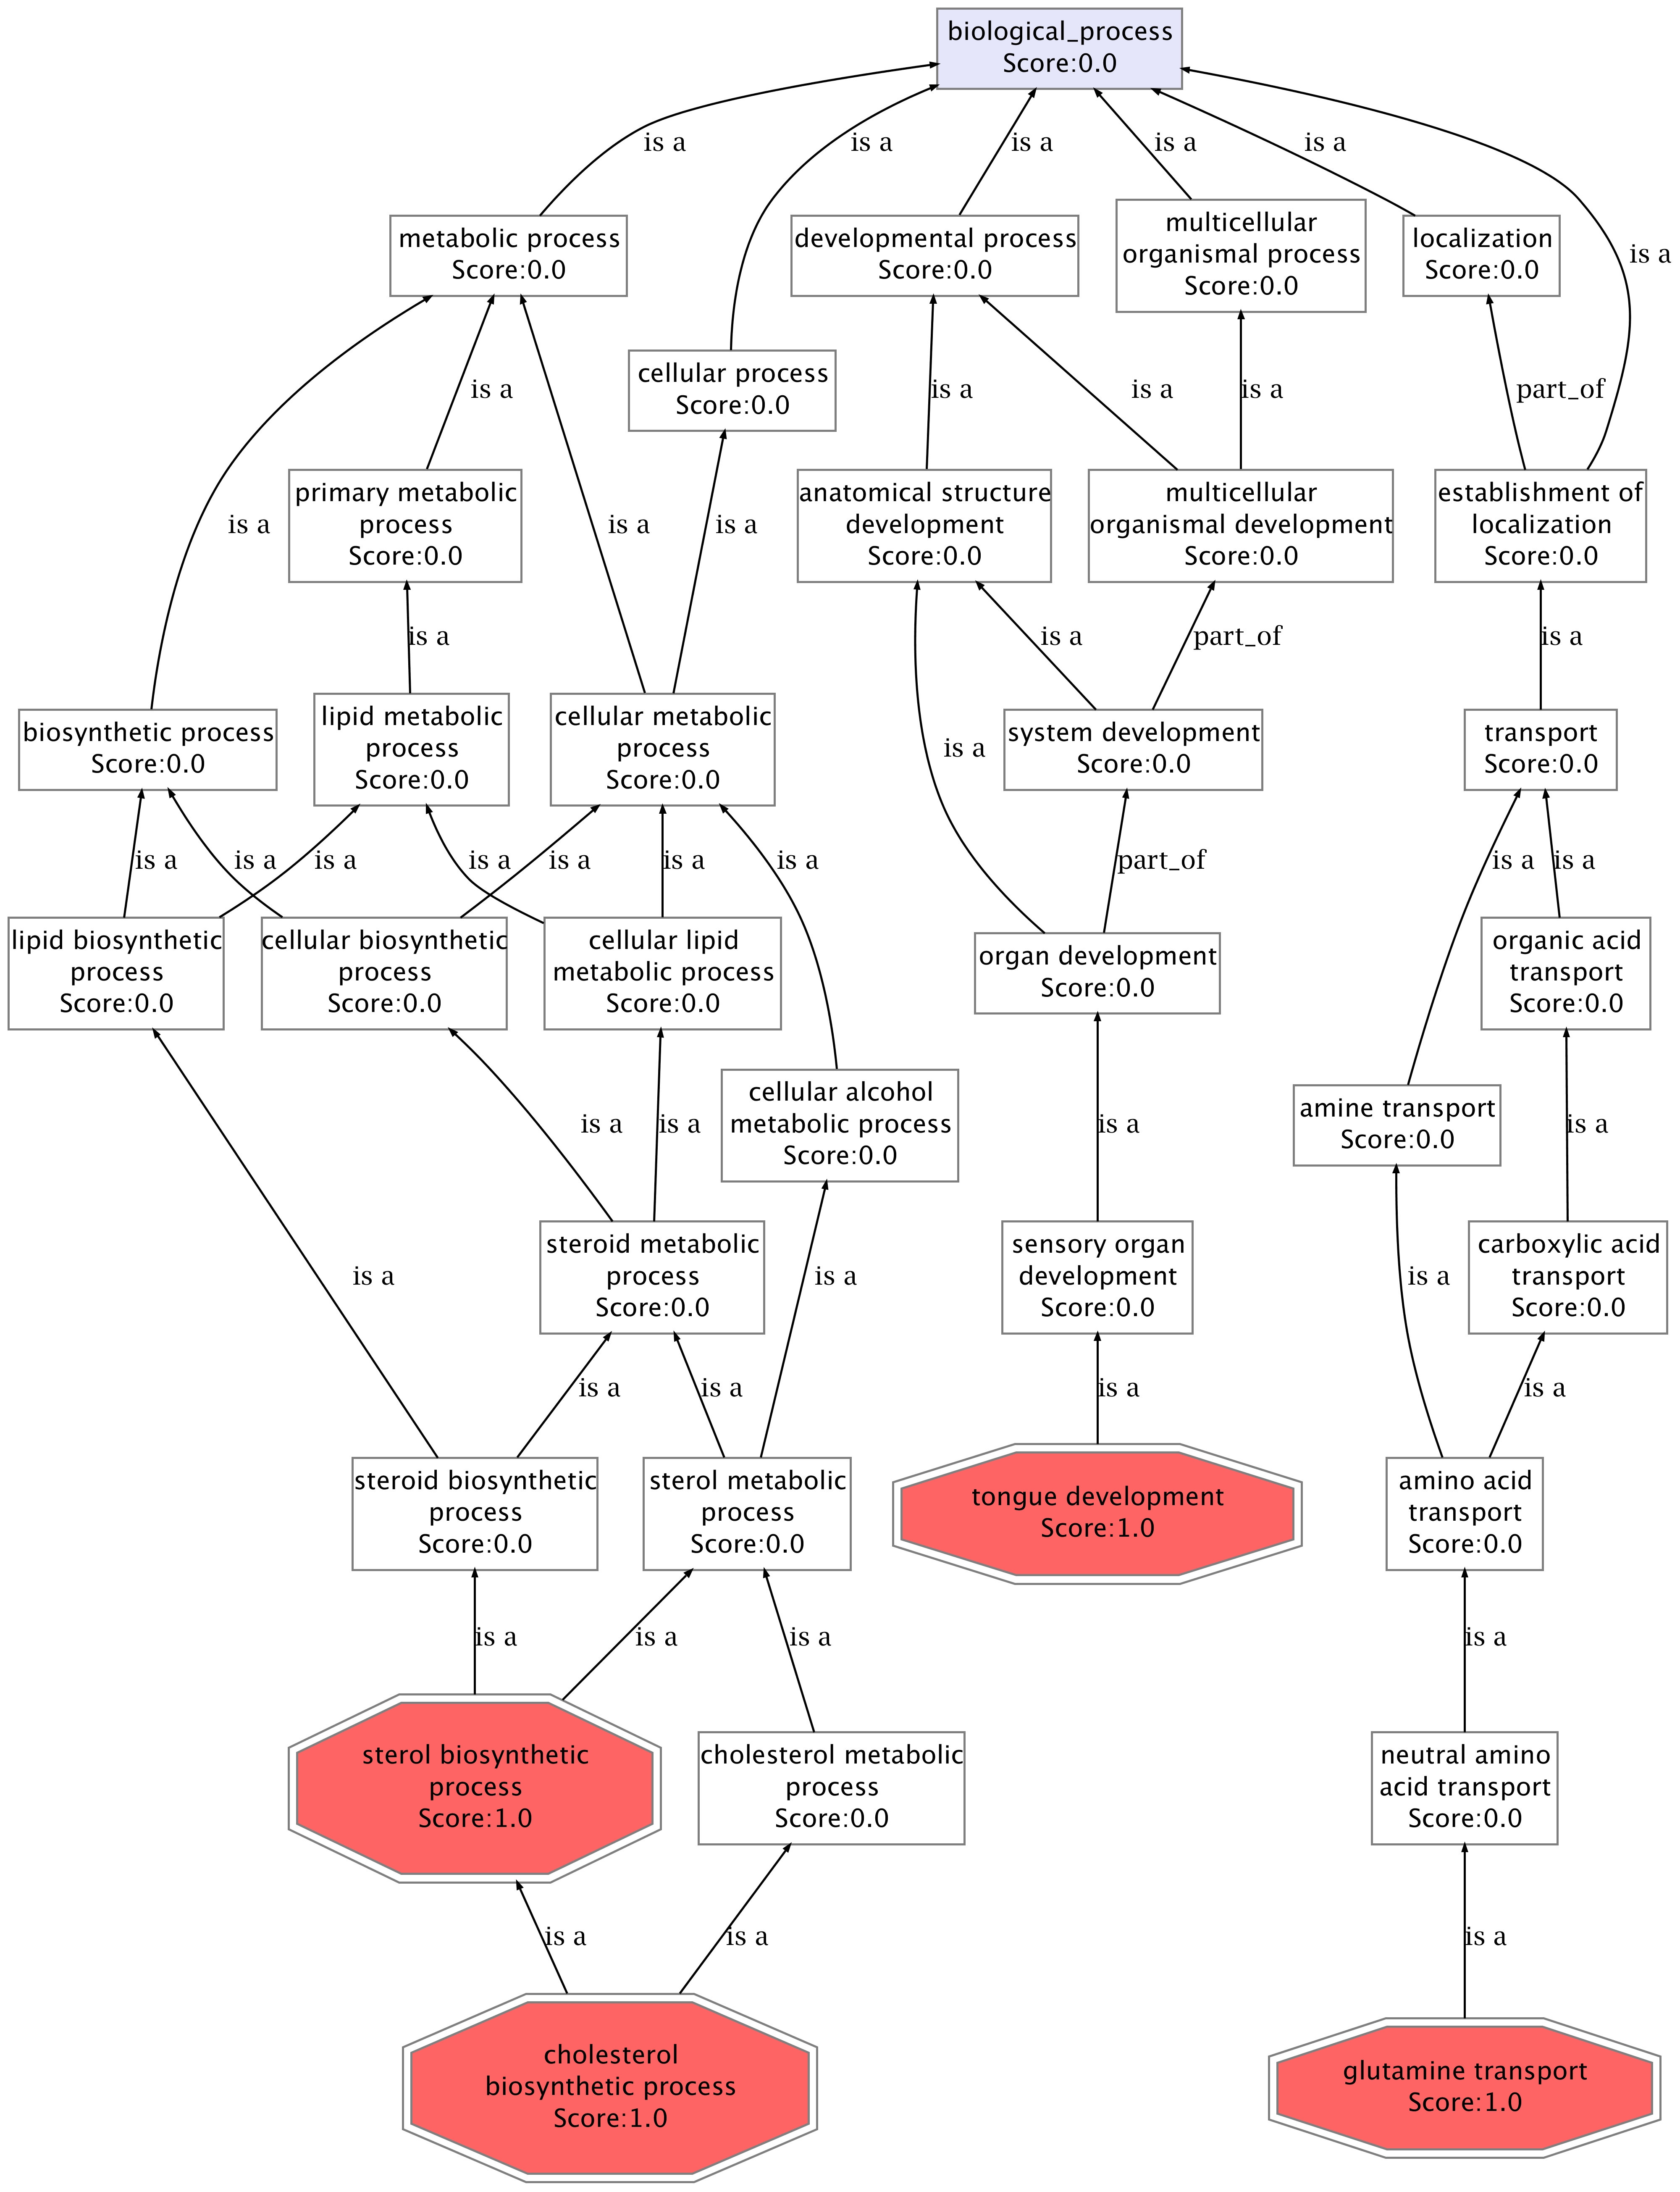

**Figure S3**

**0**

**0.5**

**1**

**1.5**

**2**

**2.5**

**3**

**NEGR1**

**IDE**

**NR4A1**

**NR4A2**

**NR4A3**

**SLC30A8**

**NOTCH2**

**NGN3**

**Relative expression /18s**

**WT**

**PPAR2 KO**

**ob/ob**

**POKO**

*****

*****

*****

**Table S1 - PPAR signalling pathway in POKO vs. ob/ob mice**

**Table S2 - Table of primers and probes sequences used in RT-PCR validation.**

**Syber-Green**

**Target gene**

**Primer sequences 5´-3´**

MVK

Forward

TCCAGCAAGGGACGATGTC

Reverse

CTTGGTGTTGGTGAGCAGGAT

FADS3

Forward

AGCACCACCTCTTCCCCACGA

Reverse

CCCCAGCAGGGGGTGAGGAT

FADS2

Forward

GCGAGTGGCAGCCCCTTGAG

Reverse

GGCCCAAGCCAAGTCCACCC

TGFβ1

Forward

GCAACATGTGGAACTCTACCAG

Reverse

CAGCCACTCAGGCGTATCA

ABCA1

Forward

CGAGGCTCCCGGTGTTG

Reverse

GGCTGTACAGAAGAAGCCTCTGA

Granuphilin

Forward

CGGGACACCATCAATCCACTAT

Reverse

TGAGCCAGAAGAGATTCCGAAA

NOTCH2

Forward

GATCACCCGAATGGCTATGAAT

Reverse

CCATGGTGGCAAGGATCTG

Ndufab1

Forward

GCGCAGGTGCCTGGAA

Reverse

TCAAGACATACAGAACTCGGTCCTT

SMAD3

Forward

TCCATTCCCGAGAACACTAACTTC

Reverse

CGTCCATGCTGTGGTTCATC

NGN3

Forward

CATCCAGCTCTTGGCCCATA

Reverse

GAAGCTCAGAAACCCTGCATGT

**TaqMan**

**Target gene**

**Primer sequences 5´-3´**

18s

Forward

CGGCTACCACATCCAAGGAA

Reverse

GTCGGAATTACCGCGGCT

Probe

GAGGGCAAGTCTGGTGCCAG

PPAR

Forward

GATTCAGAAGAAGAACCGGAACA

Reverse

GCGAATTGCATTGTGTGACAT

Probe

TGCCGTTTTCACAAGTGCCTGTCTGTC

PPAR

Forward

TGTGTGGAGACCGGCCA

Reverse

CGCAGAATGGTGTCCTGGA

Probe

GCCTCATGAATGTGCCCCAGGTAGAA

NEGR1

Forward

TGCAAGTCCCACCGAAAATAT

Reverse

GGCCAAACAAGTAAGGGTGACA

Probe

CAAATGACATGACCATCAATGAAGGAACCA

SLC30A8

Forward

TGGTCACTGACTGTGAACCAAGT

Reverse

TGCTGAGGGCTTGAGCAATT

Probe

TGTTCATGTTGCTACAGCTGCCAGCC

How the deposited data were processed for this re-analysis (not part of the article)

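The deposited scanner output of 12 Agilent 4x44K arrays in 1 colour, with 3 arrays for each of the 4 genotypes WT, PPARγ2KO, ob/ob and POKO, was processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Of the 45018 spots of an array 1639 are controls and were left out, which leaves 43379 spots of 41174 probes, 245 of them with more than 1 spot. Before deposit, per the file headers, Agilent's Feature Extraction software read the spot intensities from the scanned images and subtracted a background, which gave the processed signal, an intensity with no normalization between arrays. The processed signal was normalized here by quantiles over the arrays and then put on the log2 scale. Over all arrays 919 spots that the scanner software calls non-uniform or population outliers were left out, 0 spots were saturated, and the spots of a probe were averaged on the log2 scale. The unit of the fold changes is log2.

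Samples were grouped by genotype as the labels and the paper give it. A single limma fit (lmFit and eBayes) with genotype as the only factor gave the 6 comparisons of the paper and the interaction, the change from ob/ob to POKO minus the change from WT to PPARγ2KO. P values were adjusted by Benjamini-Hochberg over the 41174 probes. A probe is past the criteria at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, except for the limits of 0.2 (PPARγ2KO vs. WT and POKO vs. PPARγ2KO) and 0.3 (POKO vs. ob/ob) that Table 1 of the paper gives. Probes were named through RefSeq accessions, which gave 25097 probes a symbol, and through the tables of the paper, which gave 3 more. A further 16074 probes have no name and enter only the probe counts.

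Gene lists were written from pathway membership and symbol families before the array values were read, because the KEGG, GO and Ingenuity sets that the authors used were not at hand. Each gene was represented by its probe with the highest mean signal. Lists were tested with limma's camera at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg over the lists of a comparison: cell cycle, antigen presentation, cholesterol biosynthesis, tight junction and desmosome in ob/ob vs. WT; oxidative phosphorylation, ABC transporters, maturity onset diabetes of the young, antigen presentation, lysosome, cholesterol biosynthesis, TGF-β signalling, tight junction, adherens junction, spliceosome, ribosome, proteasome and olfactory receptors in POKO vs. ob/ob. Lists of acinar, duct, T, B, macrophage, dendritic, endothelial, fibroblast, adipocyte, erythroid, skeletal muscle, beta, alpha, delta and PP cell genes were tested in all 6 comparisons. Fisher's exact test was used on the lists among the genes that changed in ob/ob vs. WT and not in POKO vs. WT, with Benjamini-Hochberg over the 10 tests (5 lists, up and down). The overlap of the comparisons that share the WT arrays was set beside 50 simulations (seed 11) with no change in POKO and calls selected within each simulation.

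Each result was recomputed with the following alternatives: a shift to the 75th percentile in place of quantiles, normexp background correction of the median signal with an offset of 50, quantile normalization of log2 values, a filter that keeps the 24298 probes well above background on all arrays of any genotype, spots called outliers kept, a fit on only the groups compared, the replicate number as a block, weights for single arrays, the authors' normalized values, no fold criterion, and each array left out in turn. The gene lists were also tested with an estimated inter-gene correlation, with fry, with the mean of all probes of a gene in place of the brightest probe, and with Reactome sets (fgsea 1.28.0) for 5 of them. The authors' values averaged over the 33074 accessions, the test of the lists on the interaction, and for the cell type lists the estimated correlation, fry and the mean of all probes of a gene were added after results had been seen. For each comparison of 3 against 3 arrays the counts were also computed for all 10 splits of the 6 arrays.

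The named genes are those that the paper names for these arrays and to which a probe could be assigned. For ob/ob vs. WT and POKO vs. WT they include the 5 largest rises and 5 largest falls (by the fitted log2 fold change). These are named genes past the criteria, well above background on every array of the brighter group and without overlap between the groups. The probe of a gene is the one whose accession the paper gives, otherwise the one with the highest mean signal, also for Birc5, Cdk7 and Mki67, for which no probe carries the accession of Table 2. A gene that is not well above background on any array of 1 group is given as a lower limit of its fold, and a gene in neither group gets no fold. A few of these genes are not reported here. Left out are the RT-PCR and staining experiments, which have no array values, and the Ingenuity and FatiScan results themselves.

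The scripts were tested on simulated data in which 200 of 41055 probes changed by a log2 value of 2. In ob/ob vs. WT 153 of them (76.5%) were recovered with 13 wrong calls, and in POKO vs. ob/ob, at its adjusted p limit of 0.3, 178 (89.0%) with 60 wrong calls.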

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

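The tests of the gene lists on the interaction, of lymphoid cells behind the antigen presentation list, of obesity as the only cause and of a mislabelled ob/ob or POKO sample, and the alternatives with fry, an estimated correlation or the mean of all probes for the cell type lists, were chosen only after results had been seen.

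With the preset inter-gene correlation, 7 gene lists were called for another effect of PPARγ2 loss in obese than in lean mice (interaction of the ob mutation and PPARγ2 ablation, limma's camera, Benjamini-Hochberg over the lists). The paper does not test this interaction. Below 0 were oxidative phosphorylation (median interaction -0.31, 13 of 81 genes above 0, adjusted p = 1.37e-10), antigen presentation (-0.95, 1 of 27, adjusted p = 8.67e-06) and maturity onset diabetes of the young (-0.44, 7 of 24, adjusted p = 0.044). Above 0 were cholesterol biosynthesis (0.80, 16 of 19, adjusted p = 8.67e-06), desmosome (0.46, 10 of 14, adjusted p = 0.00616), tight junction (0.38, 30 of 42, adjusted p = 0.0257) and the olfactory receptors (0.09, 615 of 884, adjusted p = 0.027). Over the alternatives the adjusted p ran from 9.73e-13 to 0.346 for oxidative phosphorylation, from 3.94e-08 to 0.346 for antigen presentation, from 7.57e-07 to 0.346 for cholesterol biosynthesis and from 0.0019 to 0.346 for desmosome. It ran from 0.00836 to 0.408 for tight junction, from 0.00134 to 0.45 for the olfactory receptors and from 0.00264 to 0.457 for maturity onset diabetes of the young. All 7 calls are lost with an estimated inter-gene correlation, so they rest on the preset one. Maturity onset diabetes of the young kept its call in only 10 of 24 alternatives, the olfactory receptors in 13 of 24 and tight junction in 19 of 25. The call was kept in 22 of 25 for antigen presentation, 24 of 25 for cholesterol biosynthesis and for oxidative phosphorylation, and 23 of 24 for desmosome. No single probe passed the interaction at adjusted p 0.05.

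A single array as the technical cause of the oxidative phosphorylation interaction was tested by leaving out each array in turn: the largest adjusted p was 3.03e-07, which excludes it. The mean of this list was 11.50 to 11.51 in POKO, 11.54 to 11.64 in ob/ob and 11.52 to 11.55 in WT, while PPARγ2KO replicate 2 had 11.87, so the PPARγ2KO arrays carry much of the interaction. The calls of tight junction (0.0696 without POKO replicate 2) and the olfactory receptors (up to 0.0688) are lost with arrays left out. So is that of maturity onset diabetes of the young (0.196 without PPARγ2KO replicate 3). Most olfactory receptors are near background, 617 of 884 in POKO vs. ob/ob.

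The antigen presentation interaction kept its call without each single array, with an adjusted p of at most 0.00165. PPARγ2KO replicate 2 adds to it: the mean of the list was 10.14 on this array against 8.65 and 9.12 on the other PPARγ2KO arrays, and the median over its genes of this array minus the others was 0.62. Lymphoid cells in that sample stay open as part of the cause. The 0.62 covers only part of the median of 1.62 in ob/ob vs. WT, and its share of the median interaction of -0.95 was not computed. By the list means the array lies further above the other PPARγ2KO arrays than by this median. A biological cause, an effect of PPARγ2 on antigen presentation that depends on obesity, is not separated from lymphoid cells by these arrays.

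T, B and endothelial cell lists were higher in POKO than in WT, a comparison in which the paper describes the islets as very similar (limma's camera, Benjamini-Hochberg over 15 lists). The T cell list had a median log2 fold change of 2.53 (adjusted p = 9.23e-11, 2.36e-15 to 0.356 over the alternatives), the B cell list 3.56 (adjusted p = 1.68e-12, 6.5e-20 to 0.356) and the endothelial list 0.94 (adjusted p = 3.04e-07, 1.01e-08 to 0.356). All 3 calls are lost with fry (0.103 each) and with an estimated inter-gene correlation (0.356 each), so they rest on the preset one. With genes near background at their limit the medians are 2.02, 2.65 and 0.94. Of the 23 T cell genes 6 are well above background on every WT array and 1 is named by the paper, of the 19 B cell genes 4 and 0, and of the 13 endothelial genes 13 and 0. None is also in the antigen presentation list. Of the 3 most abundant genes of each list, all of the T cell list separate POKO from WT, and some of the B cell and endothelial lists do. Lck had 7.59 to 9.28 in POKO against 6.40 to 6.73 in WT, Cd3d 6.78 to 9.35 against 1.04 to 4.66, and Fcmr 8.30 to 9.73 against 3.75 to 4.99. Cd79b had 9.72 to 11.31 in POKO and 9.87 to 11.45 in ob/ob against 4.34 to 5.67 in WT, Thy1 10.09 to 10.22 and 9.37 to 10.56 against 8.03 to 8.73, and Robo4 11.35 to 11.92 and 11.89 to 12.17 against 9.97 to 11.33. In POKO and WT, Blnk (10.59 to 11.15 and 10.47 to 10.62), Emcn (11.10 to 11.52 and 10.18 to 11.60) and Plvap (10.71 to 11.21 and 8.72 to 10.83) overlap.

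As a hypothesis, lymphoid cells or tissue beside the islets differ between the samples. The B cell list had a mean of 7.21 in PPARγ2KO replicate 2, as high as in ob/ob (6.16 to 7.56) and POKO (6.09 to 7.36), against 3.25 and 3.92 in the other PPARγ2KO arrays. That a lean sample carries as much of it makes obesity of the ob/ob and POKO mice less likely as the only cause, but 1 array cannot exclude it. A mislabelled ob/ob sample is excluded for PPARγ2KO replicate 2: Pparg was 7.27 on this array, as low as on the other PPARγ2KO arrays (7.44 and 6.60), against 8.54 to 9.77 in ob/ob. Pparg is low in POKO too (6.41 to 7.14), so a mislabelled POKO sample was tested at the 52 probes that lie lower on every POKO array than on the other PPARγ2KO arrays by a log2 value of at least 1. At 59.6% of them replicate 2 was nearer to PPARγ2KO (95% interval 45.1 to 73.0%), where the POKO arrays, each left out in the same way, had 15.2 to 17.8% (intervals up to 36.1%). This argues against a mislabelled POKO sample but does not exclude it. PPARγ2KO replicates 1 and 3 had 80.0% and 37.9%, and with a difference of at least 0.5 replicate 2 had 46.8% against 12.3 to 28.0%. PPARγ2KO replicate 3 had 28.9% there, close to the highest POKO array, so the measure does not recognise every PPARγ2KO array. At the 410 probes higher in POKO replicate 2 was nearer to PPARγ2KO at only 12.2%, against 16.7 to 26.3% for the POKO arrays, which goes with a POKO sample and equally with the lymphoid genes being high on this array. Infiltration of the islets and lymph node tissue carried along in the hand picking cannot be told apart, because both raise the same genes.

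A call of T and B cell lists in PPARγ2KO vs. WT (adjusted p = 0.00194 and 0.000111) depends on that array: without PPARγ2KO replicate 2 the values are 0.708 and 0.684. Over all alternatives they ran from 5.41e-05 to 0.972 and from 9.3e-08 to 0.972. The endothelial list was also higher there (0.54, adjusted p = 2.73e-05, 1.32e-07 to 0.972). With an estimated inter-gene correlation (0.972 each) and with fry (0.94, 0.893 and 0.698) all 3 calls are lost.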

How the results depend on the processing

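The authors' values averaged per accession, the list tests on the interaction, and the tests of the cell type lists with fry, an estimated correlation or the mean of all probes were chosen only after results had been seen, and every other alternative here was set before the data were examined.

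The lists of ob/ob vs. WT kept their direction and their adjusted p limit (limma's camera, Benjamini-Hochberg) under nearly all alternatives. Cell cycle kept its call in 23 of 25 (7.18e-05 to 0.246), antigen presentation in 24 of 26 (3.96e-17 to 0.093), cholesterol biosynthesis in 25 of 26 (7.41e-07 to 0.097), tight junction in 25 of 26 (0.000774 to 0.124) and desmosome in 24 of 25 (0.000168 to 0.097). An inter-gene correlation estimated from the data in place of the preset 0.01 loses all 5 calls: 0.246 for cell cycle, 0.093 for antigen presentation, 0.097 for cholesterol biosynthesis, 0.124 for tight junction and 0.097 for desmosome. The calls therefore rest on the test with the preset value, and which part of the estimated test loses them was not separated. Fry loses cell cycle (0.0584) and the Reactome set in place of the written list loses antigen presentation (0.0895); the cause was not tested.

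The list calls of POKO vs. ob/ob are less stable. The estimated correlation loses all 10, with 0.464 for oxidative phosphorylation, ABC transporters, maturity onset diabetes of the young, antigen presentation, cholesterol biosynthesis, TGF-β signalling, tight junction, spliceosome and proteasome and 0.492 for ribosome. Fry loses the same 10: oxidative phosphorylation, maturity onset diabetes of the young and proteasome 0.27, ABC transporters and spliceosome 0.278, antigen presentation 0.349, ribosome 0.321, and cholesterol biosynthesis, TGF-β signalling and tight junction 0.153. Fry asks whether a list changes at all and does not rank it against the other genes. The 75th percentile in place of quantiles loses oxidative phosphorylation (0.221) and antigen presentation (0.0588), the filter on dim probes loses ABC transporters (0.0811) and gains the olfactory receptors (0.000942), and the Reactome set loses antigen presentation (0.326); the cause was not tested. Over all alternatives the adjusted p ran from 0.000259 to 0.464 for oxidative phosphorylation, from 0.00606 to 0.464 for ABC transporters, from 0.00234 to 0.464 for antigen presentation, from 1.11e-05 to 0.464 for cholesterol biosynthesis, from 0.00284 to 0.464 for tight junction and from 0.000942 to 0.77 for the olfactory receptors. Lysosome (0.0882 to 0.757) and adherens junction (0.188 to 0.548) were called in none.

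With single arrays left out, the adjusted p in POKO vs. ob/ob ran from 0.0103 to 0.111 for ABC transporters (lost without ob/ob replicate 1, 2 or 3 and without POKO replicate 3, 0.111), from 0.00159 to 0.0687 for maturity onset diabetes of the young (lost without ob/ob replicate 1) and from 0.00502 to 0.356 for antigen presentation (lost without ob/ob replicate 1, 0.356, and POKO replicate 3, 0.128). Without ob/ob replicate 3 the calls of TGF-β signalling (0.00286 to 0.0615), spliceosome (0.000455 to 0.443), ribosome (4.75e-05 to 0.599) and proteasome (2.34e-05 to 0.142) are lost, each at the upper end of its range. Oxidative phosphorylation, cholesterol biosynthesis and tight junction kept their calls without any single array. For the interaction the range was 0.00836 to 0.0696 for tight junction, 0.00264 to 0.196 for maturity onset diabetes of the young and 0.00411 to 0.0688 for the olfactory receptors. The highest values came without POKO replicate 2, PPARγ2KO replicate 3 and POKO replicate 2.

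The numbers of probes past the criteria depend strongly on the processing. They were 2253 in ob/ob vs. WT, 71 in POKO vs. WT, 40 in PPARγ2KO vs. WT, 2 in ob/ob vs. PPARγ2KO, 9 in POKO vs. ob/ob and 87 in POKO vs. PPARγ2KO, with 1412 up and 779 down in ob/ob alone. Quantile normalization of log2 values and keeping the spots called outliers changed none of them beyond 1.5 times, and the authors' normalized values changed only POKO vs. WT (109). With normexp the counts are 384 in ob/ob vs. WT, 1 in POKO vs. WT, 0 in PPARγ2KO vs. WT, 0 in POKO vs. ob/ob and 11 in POKO vs. PPARγ2KO, with 295 up and 88 down in ob/ob alone. Its offset of 50 shrinks the fold changes of dim probes by construction. A fit on only the groups compared gives 494, 364 and 8 for ob/ob, POKO and PPARγ2KO vs. WT, 0 in ob/ob vs. PPARγ2KO, 284 in POKO vs. ob/ob and 27 in POKO vs. PPARγ2KO, with 227 up and 66 down in ob/ob alone. Weights for single arrays give 4653, 1637 and 16 for ob/ob, POKO and PPARγ2KO vs. WT, 897 in ob/ob vs. PPARγ2KO, 1672 in POKO vs. ob/ob and 757 in POKO vs. PPARγ2KO, with 1690 down in ob/ob alone. The weights were lowest for WT replicate 3 (0.43) and ob/ob replicate 1 (0.53) and highest for ob/ob replicate 2 (2.53).

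Without a fold criterion ob/ob vs. WT has 4555 probes, POKO vs. ob/ob 18 and POKO vs. PPARγ2KO 172, with 2518 down in ob/ob alone, which follows from the construction. The 75th percentile gives 316 in POKO vs. WT, 15 in PPARγ2KO vs. WT, 1 in ob/ob vs. PPARγ2KO and 15 in POKO vs. ob/ob. It moves the median log2 fold change of all probes in ob/ob vs. WT from -0.08 to -0.19. The filter on dim probes gives 460 in POKO vs. WT, 232 in ob/ob vs. PPARγ2KO, 5 in POKO vs. ob/ob and 185 in POKO vs. PPARγ2KO, with 24298 probes tested in place of 41174. With the authors' values averaged per accession, an alternative chosen after seeing the data, 475 probes are down in ob/ob alone. Where no construction is named, the cause was not tested.

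The replicate number as a block gives 7 in POKO vs. WT, 17 in PPARγ2KO vs. WT, 1 in ob/ob vs. PPARγ2KO, 0 in POKO vs. ob/ob and 43 in POKO vs. PPARγ2KO; the cause was not tested. The numbers do not pair the arrays: after removing the genotype means, arrays of the same number had correlations of -0.13 to 0.18 (median 0.03, 18 pairs) and arrays of different numbers -0.18 to 0.16 (median -0.04, 36 pairs). The slide as a block is the same fit, because each slide holds the arrays of 1 number, and was not run separately.

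Leaving out single arrays moves the counts widely. For ob/ob vs. WT they ran from 150 (without WT replicate 2) to 3982 (without WT replicate 3), in POKO vs. WT from 13 (without POKO replicate 1) to 549 (without PPARγ2KO replicate 2), and in PPARγ2KO vs. WT from 9 (without POKO replicate 1) to 911 (without WT replicate 3). For ob/ob vs. PPARγ2KO they ran from 0 (without POKO replicate 1 or WT replicate 2) to 1010 (without ob/ob replicate 1), for POKO vs. ob/ob from 2 (without WT replicate 1) to 1307 (without ob/ob replicate 1), and for POKO vs. PPARγ2KO from 17 (without PPARγ2KO replicate 1) to 1316 (without PPARγ2KO replicate 3). Probes up in ob/ob alone ran from 85 (without WT replicate 2) to 2096 (without WT replicate 3), and probes down from 32 to 1541 without the same arrays. The interaction, 0 probes with all arrays, ran from 1 (without POKO replicate 1) to 558 (without WT replicate 3), and kept 0 in the other 9 alternatives. A smaller group has less power by construction; why leaving out WT replicate 3 or ob/ob replicate 1 raises counts was not tested, though both have low weights (0.43 and 0.53).

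Of the 75 probes of Table S1, the number with the sign of the table ran from 60 (without ob/ob replicate 3) to 71 with single arrays left out. The number of called cell type lists ran with single arrays left out from 3 to 5 in ob/ob vs. WT, from 5 to 8 in POKO vs. WT, from 1 (without PPARγ2KO replicate 2) to 5 in PPARγ2KO vs. WT, from 2 to 5 in ob/ob vs. PPARγ2KO, from 3 (without POKO replicate 1, POKO replicate 2 or ob/ob replicate 1) to 6 in POKO vs. ob/ob and from 3 to 7 (without POKO replicate 1) in POKO vs. PPARγ2KO. The estimated inter-gene correlation calls 0 cell type lists in every comparison, and fry calls 2 in ob/ob vs. WT and 0 in the others, so these calls too rest on the preset correlation.

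No list that was called changed its direction, and the lists that did were not called before or after (adjusted p, cause not tested). The adipocyte list of ob/ob vs. WT turned with the 75th percentile (0.727), normexp (0.907), the filter (0.881), only the groups compared (0.987), the block (0.941), weights (0.86) and, both chosen after seeing the data, the mean per accession (0.899) and the mean of all probes of a gene (0.835), skeletal muscle with the filter (0.996), erythroid with only the groups compared (0.987) and the block (0.941), and fibroblast with weights (0.82). Fry, chosen for these lists after seeing the data, turned erythroid (0.81) and delta (0.817). In POKO vs. ob/ob adipocyte turned with normexp (0.947), muscle with normexp (0.947) and the filter (0.807), dendritic with the filter (0.842), only the groups compared (0.967) and weights (0.823), T cell with weights (0.958), and muscle with fry, chosen after seeing the data (0.814). Over the lists that also turned with an array left out, those values ran from 0.905 to 0.999 (adipocyte), 0.756 to 0.999 (erythroid), 0.19 to 0.964 (fibroblast, turned without ob/ob replicate 1) and 0.642 to 0.999 (delta) in ob/ob vs. WT. For POKO vs. ob/ob they ran from 0.0736 to 0.549 (T cell), 0.27 to 0.902 (dendritic), 0.444 to 0.946 (adipocyte) and 0.329 to 0.946 (muscle).

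Of the 106 named genes, all kept direction and side of the limit with quantile normalization of log2 values and with the outlier spots kept. Normexp left 65 unchanged, 35 weaker and 6 reversed; the 75th percentile left 3 weaker, 6 stronger and 5 reversed; only the groups compared left 23 weaker and 3 stronger; the block left 13 weaker and 1 stronger; the authors' values left 1 weaker, and their mean per accession, chosen after seeing the data, 7 weaker, 2 stronger and 4 reversed. Weights made 11 stronger and 4 reversed, and of the 95 genes that pass the filter on dim probes 10 were stronger. The largest number of weaker genes came without ob/ob replicate 2 (39) and without WT replicate 2 (39).

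The genes that reversed have small log2 fold changes (cause not tested). Cyp7a1, Plin1, Adipoq, Aqp7 and Nr4a3 are not well above background on any array of their groups, so their signs carry nothing. With the 75th percentile these were Rxrb (0.03), Pck2 (0.08), Nr4a1 (-0.08), Nr4a2 (-0.02) and Smad4 (0.04), with normexp Rxrb (0.01), Nr1h3 (-0.01), Adipoq (0.00), Pck2 (0.02), Aqp7 (0.01) and Nr4a3 (0.01), and with weights Sytl4 (0.06), Rxrb (0.00), Pck2 (0.04) and Nr4a2 (-0.03). With the mean per accession, chosen after seeing the data, Rxrb (0.12), Cyp7a1 (0.32), Ndufab1 (0.24) and Smad4 (0.01) turned. With single arrays left out, genes with a turned sign ran from -0.66 to 0.02 (Sytl4, without WT replicate 3), -0.07 to 0.25 (Rxra), -0.11 to 0.10 (Rxrb), -0.45 to 0.26 (Rxrg), -0.03 to 0.79 (Scd1), -0.06 to 0.16 (Me1), -0.01 to 0.06 (Nr1h3), -0.40 to 0.01 (Acaa1b), -0.34 to 0.34 (Plin1), -0.42 to 0.00 (Adipoq), -0.06 to 0.05 (Pck2), -0.01 to 0.27 (Gyk), -0.32 to 0.14 (Aqp7), -0.05 to 0.48 (Tgfb1), -0.11 to 0.81 (Slc30a8), -0.07 to 0.17 (Nr4a2), -0.02 to 0.23 (Tgfbr2) and -0.09 to 0.03 (Smad4).

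Signal over background limits the dim genes. Of the probes that rose in ob/ob vs. WT 36.6% are well above background on no WT array, so their fold is a lower limit, and of the 28 that rose in PPARγ2KO vs. WT 42.9% are above it on no PPARγ2KO array. The filter leaves 11 of the named genes without a value. A Reactome set exists for 5 lists, so desmosome, cell cycle and the others have none. The interaction uses all groups and no fold criterion, so those alternatives do not apply to it. Normexp was planned on the mean spot signal, which the files lack, and was run on the median signal. The mean over all probes of a gene in place of the brightest probe kept every call of the pathway lists of ob/ob vs. WT and POKO vs. ob/ob.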

Differences from the paper's values

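The mean of the authors' values per accession was chosen only after results had been seen, and all other alternatives named here were set before the data were examined. For each value the alternatives that come near the paper's are named as reaching it. Reaching does not mean an equal value: weights give 1882 probes down in ob/ob vs. WT against the paper's 2349. With all others of the 22 (21 for genes) the value differs as well, and can lie on either side of the paper's. Fold changes are log2 on both sides, and p values are from limma with Benjamini-Hochberg adjustment except that of Pparg.

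For Table 1 the paper's counts are mostly larger. In ob/ob vs. WT the paper has 2349 probes down against 786 here (reached with weights for single arrays, without WT replicate 3 and without a fold criterion) and 2532 up against 1467 (with the 75th percentile, the filter on dim probes, weights, without WT replicate 3 and without a fold criterion). In PPARγ2KO vs. WT the paper's 7 down stand against 12 (with the filter, without POKO replicate 2 or 3 and without ob/ob replicate 2 or 3, and with the mean per accession chosen after seeing the data). For POKO vs. WT the paper's 51 down stand against 9 (reached only without PPARγ2KO replicate 2) and the paper's 527 up against 62 (with the filter and without PPARγ2KO replicate 2). For ob/ob vs. PPARγ2KO the paper's 23 down and 30 up stand against 1 and 1, with none of the alternatives reaching either. The filter on dim probes (125 down and 107 up) and weights (452 down and 445 up) go far beyond them. For POKO vs. ob/ob the paper's 1 down stands against 4 (with the filter and without WT replicate 1) and the paper's 3 up against 5 (with the filter, without ob/ob replicate 2, without PPARγ2KO replicate 2 or 3, and with the mean per accession chosen after seeing the data). In POKO vs. PPARγ2KO the paper's 81 down stand against 35 (with the filter, without ob/ob replicate 1, without WT replicate 3 and without a fold criterion) and the paper's 85 up against 52 (with the 75th percentile, the filter, the authors' normalized values, without ob/ob replicate 1, without WT replicate 3 and without a fold criterion).

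In the paper's Venn diagram (Fig. 1, read by eye) the part of ob/ob vs. WT alone has about 4300 probes in the paper and 2191 here (reached with weights, without WT replicate 3 and without a fold criterion), POKO vs. WT alone about 39 against 9 (with the filter and without PPARγ2KO replicate 2), and both together about 520 against 62 (with the same 2 alternatives). PPARγ2KO vs. WT alone has about 6 in Fig. 1, read by eye, against 0 (reached without PPARγ2KO replicate 1). Its overlap with ob/ob vs. WT is about 8 there against 0 (without PPARγ2KO replicate 3), with POKO vs. WT about 1 against 0 (without PPARγ2KO replicate 2, WT replicate 1 or WT replicate 3), and with both about 18 against 0 (without PPARγ2KO replicate 3, WT replicate 1 or WT replicate 2). Of genes changed in ob/ob alone the paper has 1381 up and 957 down against 809 and 521 named genes here, each reached with weights, without ob/ob replicate 1 and without WT replicate 3.

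In Table 2 the fold changes are close and the adjusted p is larger here, except for the fold of Cdk7. For ob/ob vs. WT these are Ccna2 (the paper's 0.037082104 against 0.0633, reached with the 75th percentile and the filter), Ccnb1 (the paper's 0.033661413 against 0.0586, with the 75th percentile, the filter, without POKO replicate 1, without WT replicate 3, and with the mean per accession chosen after seeing the data), Fbxl21 (the paper's 0.021465994 against 0.0403, with the 75th percentile and the filter) and Fbxo27 (the paper's 0.024989279 against 0.0478, with the filter, the replicate number as a block and without WT replicate 3). They go on with Tnfrsf11b (the paper's 0.00427033 against 0.0124, with the filter, weights and without PPARγ2KO replicate 2), Fbxw14 (the paper's 0.020165243 against 0.0425, with the 75th percentile and the filter) and Cdk6 (the paper's 0.011012 against 0.0243, with the filter only). For Cdk7 the paper's fold change is -1.18402 against -0.33 for the brighter probe, with no alternative reaching it, and the paper's adjusted p is 0.009851 against 0.122 (reached without WT replicate 3, 0.00735). The dimmer probe of Cdk7 has -1.19 with 0.0186. The brighter one passes adjusted p 0.05 with weights (0.0232), without WT replicate 3 and with the mean per accession chosen after seeing the data (0.0227), and ran from 0.00735 to 0.326 over the alternatives.

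For POKO vs. WT the adjusted p differs for Tnfrsf11b (the paper's 0.028955326 against 0.0745, reached with the filter, only the groups compared and without PPARγ2KO replicate 2), Mki67 (the paper's 0.026624778 against 0.0844, with the filter and without WT replicate 3), Sftpd (the paper's 0.04279018 against 0.107, with the filter and without WT replicate 3) and Ffar2 (the paper's 0.033601951 against 0.0841, with the filter, without PPARγ2KO replicate 1 and without WT replicate 3). All 4 also pass adjusted p 0.05 with weights (0.0128, 0.0172, 0.0172 and 0.0135), and Tnfrsf11b with the 75th percentile (0.0441). In Table S1 the paper's p of Pparg in POKO vs. ob/ob is 6.10E-010 beside a t of -6.93, and the limma p here is 5.59e-05 at a t of -6.97, with no alternative reaching the paper's p. The 2 values of t are close, so the printed p does not go with its own t.

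Of the 75 probes of Table S1, 71 have the sign of the paper's t. Among the other 4 are Cyp7a1 (t of -0.91 against the paper's 0.99, not well above background on any array of either group), Rxrb (-0.14 against the paper's 0.78) and NM_201640 (0.01 against the paper's -0.01). With the authors' normalized values 72 of 75 have the sign, and with their mean per accession, chosen after seeing the data, 75 of 75 do, with 73 within 0.001 of the paper's t.

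The paper states that cyclins A2, B1, D1 and D3 rise in ob/ob beyond chance. All 4 are higher and 0 pass adjusted p 0.05. For Ccnd1 and Ccnd3 the paper's own adjusted p in Table 2 (0.060937249 and 0.081161755, against 0.0875 and 0.0932 here) do not pass 0.05 either, so for these 2 the statement differs from the paper's table as well, and only Ccna2 and Ccnb1 pass there and not here. Ccna2 is called with the 75th percentile, the filter, weights and without WT replicate 3. Ccnb1 is called with the same and without POKO replicate 1, and also with the mean per accession, chosen after seeing the data. Ccnd1 passes adjusted p with weights (0.0199) and without WT replicate 3 (0.0335), and Ccnd3 with none. Among the genes the paper gives as raised for beta cell expansion, Birc5 has 0.0667 (the paper's 0.0488386) and passes with the 75th percentile (0.05) and the filter (0.0436). Igf1r has 0.0663 and passes with the filter (0.0441), the block (0.0295), weights (0.0271) and without WT replicate 3 (0.0312). Negr1, raised in ob/ob in the paper, has 0.0602 and passes with the filter (0.0329), the block (0.0323), weights (0.00802), without ob/ob replicate 1 (0.0309) and without WT replicate 3 (0.0159).

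The paper gives Cd80 and Cd86 as raised in ob/ob. Cd80 is not above background and Cd86 has 0.0619, passing with the 75th percentile (0.0378), the filter (0.0318), weights (0.0271), without PPARγ2KO replicate 1 (0.0311) and without PPARγ2KO replicate 2 (0.0251). For the MHC class I genes the paper gives as raised, H2-D1 has 0.0376 and H2-K1 0.0613. H2-K1 passes with the filter (0.0396), weights (0.019), the authors' normalized values (0.032), without PPARγ2KO replicate 3 (0.0399), without WT replicate 3 (0.0469), and with the mean per accession chosen after seeing the data (0.0435), and its other probe with all arrays (0.0371). Perforin 1, which the paper also lists, has 0.0659 and passes only without PPARγ2KO replicate 2 (0.0125). Granulophilin (Sytl4), on the paper's list of raised genes, is lower here (-0.38, adjusted p = 0.538) called by none, with weights (0.06) and without WT replicate 3 (0.02) turning its sign. Fads3, lower in ob/ob in the paper as here, has 0.0627 and passes with the 75th percentile (0.0435), the filter (0.0334), weights (0.0132), without ob/ob replicate 1 (0.0137) and, in an alternative chosen after seeing the data, the mean per accession (0.0446).

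The genes the paper ranks as the most downregulated in ob/ob alone have ranks 41 (Ttpa), 64 (Rab27b), 71 (Acot5) and 83 (Hsd17b14) of 521 named genes. The paper gives MHC class II genes as not significantly changed in POKO vs. WT. None passes here either (adjusted p from 0.113 to 0.175), but 8 of 8 are higher in POKO than in WT. Of the genes it describes as raised less in POKO than in ob/ob, 3 of 4 are, and Sftpd is not (2.09 against 1.95).

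In POKO vs. ob/ob at adjusted p 0.3 the paper calls Thbs4 and Slc5a10, which have 0.531 and 0.306 here. Slc5a10 passes with the 75th percentile (0.259), the filter (0.256), only the groups compared (0.245), weights (0.047), without POKO replicate 2 (0.0122), without ob/ob replicate 1 (0.0881) and without WT replicate 3 (0.218). The brighter probe of Thbs4 passes with only the groups compared (0.245), weights (0.047), without ob/ob replicate 1 (0.115), without PPARγ2KO replicate 1 (0.246) and without WT replicate 3 (0.253), and its dimmer probe with all arrays (0.276). Olfactory transduction, among the paper's leading pathways in POKO, is not called (0.207) except with the filter (0.000942, over the alternatives 0.000942 to 0.77). Adherens junction is not called with any alternative (0.242). Of the gluconeogenesis genes lowered in the paper's text that are well above background on any array 1 of 2 is lower and Gyk is higher (0.15, and -0.01 without ob/ob replicate 2). Table S1 of the paper has this Gyk entry higher too (t of 1.11, against 0.47 here). The other glycerol kinase entries are lower there (t of -0.21 and -0.91) and here (-0.13 and -0.99). Of the TGF-β genes raised in the paper 5 of 6 are higher and Smad4 is lower (-0.04; 0.04 with the 75th percentile, 0.03 without ob/ob replicate 2, and 0.01 with the mean per accession chosen after seeing the data).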

Other observations

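The tests of exocrine tissue, of dilution by lymphoid cells and of the shares of beta and endocrine cells, and the alternatives with fry, an estimated correlation or the mean of all probes for the cell type lists, were chosen only after the results had been seen.

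Most changes that pass the criteria in ob/ob vs. WT alone go the same way in POKO. Of the probes called upward in ob/ob alone 99.5% changed the same way in POKO vs. WT, and of those called downward 99.5%, against at most 88.9% and 91.2% in 50 simulations where only the shared WT arrays link the comparisons. This is consistent with the same change in POKO below the criteria. A difference in size is tested by POKO vs. ob/ob, where 19.0% of the former and 54.7% of the latter probes had an unadjusted limma p below 0.05. It gave 9 probes past its criteria with all arrays, but 1307 without ob/ob replicate 1.

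Well above background on every ob/ob array were 86.2% of the probes that rose in ob/ob vs. WT, so most of them are not near background in ob/ob. This does not cover the WT arrays, where 36.6% of the risen probes were well above background on none. Background in WT can therefore still affect the size of those rises. Lymphoid cells in the islet samples stay open as a cause of the rises and, by dilution of the islet cells, of the falls. The beta cell list, which dilution would lower, had a median log2 fold change of 0.04, but its genes go both ways (7 of 13 higher) and its means per array overlap (9.57 to 10.78 in WT, 9.87 to 10.57 in ob/ob), so it does not decide. PPARγ2KO replicate 2, which has high T and B cell lists, was the highest of its group for 49.4% of the risen probes and the lowest for 40.7% of the fallen ones, where 33.3% are expected by chance. Replicate 3, without high T and B cell lists, had a similar 43.1% and 46.9%, and replicate 1 had 7.51% and 12.3%, so a single array does not decide it.

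In ob/ob vs. WT the T cell (median log2 fold change 2.89, adjusted p = 3.21e-07, limma's camera, Benjamini-Hochberg over 15 lists), B cell (3.71, adjusted p = 1.31e-08), macrophage (1.17, adjusted p = 0.00502) and endothelial lists (1.19, adjusted p = 9.79e-07) were higher. Over the alternatives their adjusted p ran from 5.56e-10 to 0.542, from 8.7e-14 to 0.542, from 0.000264 to 0.764 and from 2.55e-07 to 0.542. All 4 calls are lost with an estimated inter-gene correlation, where these upper ends lie, and those of T cell (0.0745) and macrophage (0.184) also with fry. The macrophage call is lost without ob/ob replicate 1 too (0.196). With genes near background at their limit the T and B cell medians are 2.16 and 2.95. Macrophage genes are the least specific here, as 11 of 16 are well above background on every WT array, and Cd14 had 10.45 to 12.67 in ob/ob and 11.95 to 12.23 in WT. Not called were the acinar (-0.06, adjusted p = 0.411), dendritic (0.69, 0.099), fibroblast (-0.11, 0.864, ranked upward by the test), adipocyte (-0.09, 0.98), erythroid (-0.17, 0.98, with a mean of 0.45 and ranked upward), skeletal muscle (0.12, 0.801), beta (0.04, 0.411), alpha (0.25, 0.299), delta (0.07, 0.98, with a mean of -0.03) and PP cell lists (0.82, 0.139).

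Differing amounts of exocrine tissue could contribute to the rises and falls in ob/ob vs. WT. The duct cell list had a median of -0.42 with adjusted p = 0.231 (0.0792 to 0.776 over the alternatives). Of its 13 genes 4 were higher. Single genes past the adjusted p limit were 7 over the list alone and 6 over all probes (limma, Benjamini-Hochberg). Several duct genes therefore changed while the list as a whole was not called, so differing amounts of duct tissue are neither shown nor excluded. The acinar list is called in 1 alternative, with an adjusted p of 2.62e-05, and otherwise reaches up to 0.884.

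In POKO vs. WT the macrophage (1.65, adjusted p = 9.06e-09), fibroblast (0.59, adjusted p = 0.00479) and dendritic lists (0.71, adjusted p = 0.031) were higher as well. Over the alternatives the adjusted p ran from 1.52e-10 to 0.356, from 0.000471 to 0.64 and from 0.00163 to 0.356. All 3 are lost with an estimated inter-gene correlation and with fry (0.103, 0.406 and 0.127). The fibroblast call is lost without POKO replicate 2 (0.136) and the dendritic call without WT replicate 3 (0.107).

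The beta cell list was lower in POKO than in ob/ob (median log2 fold change -0.82, 0 of 13 genes higher, adjusted p = 0.000839, 3.3e-05 to 0.665 over the alternatives). The call is lost with an estimated inter-gene correlation (0.665) and with fry (0.38), so it rests on the preset correlation. All 13 genes are well above background on every WT array, 6 are also in the list of maturity onset diabetes of the young and 2 are named by the paper. Of its most abundant genes, Ins2 lay near the upper end of the scale on every array (18.90 to 18.95), Ins1 had 18.15 to 18.34 in POKO and 18.42 to 18.62 in ob/ob, and G6pc2 13.36 to 13.67 and 14.02 to 14.61. A lower share of beta cells alone is not excluded: the alpha cell list was lower too (median -0.27, 1 of 9 higher, adjusted p = 0.0205, 0.0076 to 0.665 over the alternatives), but this call is lost without ob/ob replicate 1 (0.07), with fry (0.38) and with an estimated inter-gene correlation (0.665). A lower share of all endocrine cells cannot be told apart from lower expression: the endothelial list was lower as well (-0.33, 0 of 13 higher, adjusted p = 0.0291, 0.00134 to 0.665), while the macrophage (0.51, adjusted p = 0.0291) and fibroblast lists (0.73, adjusted p = 0.0205) were higher. The endothelial call is lost without ob/ob replicate 1 (0.308), and the macrophage and fibroblast calls without POKO replicate 2 (0.325 for each). Fry (0.496) and an estimated inter-gene correlation (0.665) lose all 3 as well.

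The other lists of POKO vs. ob/ob were not called: acinar 0.06 (adjusted p = 0.108), duct 0.24 (0.29), T cell -0.27 (0.467), B cell -0.25 (0.319), dendritic -0.06 (0.708), adipocyte -0.07 (0.708, with a mean of 0.10), erythroid 0.03 (0.319), skeletal muscle -0.15 (0.772), delta -0.31 (0.273) and PP cell -0.56 (0.108). In ob/ob vs. PPARγ2KO the T (adjusted p = 1.54e-05), B (8.45e-06) and endothelial lists (0.00464) were higher, and in POKO vs. PPARγ2KO the T, B and macrophage lists (1.04e-06 each). The number of called lists runs with single arrays left out from 3 to 5 in ob/ob vs. WT and from 1 (without PPARγ2KO replicate 2) to 5 in PPARγ2KO vs. WT, where all arrays give 3.

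The splits of 3 against 3 arrays cannot by themselves exclude chance for any count, because only 10 exist. The true split was the only one to reach its count in ob/ob vs. WT (1 of 10, with 2253 probes against 0 to 4 in the others), POKO vs. WT (1, with 71 against 0 to 3), POKO vs. ob/ob (1), POKO vs. PPARγ2KO (1), and for the probes up (1) or down (1) in ob/ob alone. In PPARγ2KO vs. WT 4 of 10 splits reached it, with 737 probes for 1 of them against 40 for the true one, and in ob/ob vs. PPARγ2KO 4 of 10. For the interaction all 10 did, since the true count is 0. For the list calls the true split was the only one to reach 5 of 5 lists in ob/ob vs. WT (1 of 10) and 10 of 13 in POKO vs. ob/ob (1 of 10), but other splits called up to 3 and up to 7 lists. The preset inter-gene correlation may therefore call lists too easily. These splits cannot decide it, because each still holds more arrays of 1 genotype on one side and keeps part of the difference. For the cell type lists of ob/ob vs. WT 6 of 10 splits reached the 4 calls and 1 gave 7. The position of an array on its slide goes with the genotype and cannot be told apart from it.

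Pparg itself was 6.41 to 7.14 in POKO and 6.60 to 7.44 in PPARγ2KO against 8.85 to 8.98 in WT and 8.54 to 9.77 in ob/ob. The probe therefore separates the genotypes with and without PPARγ2. Lep was not well above background on any array and Lepr on at most 2, so these arrays do not check the leptin genotype.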
